# *Obox4* promotes zygotic genome activation upon loss of *Dux*

**DOI:** 10.7554/eLife.95856

**Published:** 2024-06-24

**Authors:** Youjia Guo, Tomohiro Kitano, Kimiko Inoue, Kensaku Murano, Michiko Hirose, Ten D Li, Akihiko Sakashita, Hirotsugu Ishizu, Narumi Ogonuki, Shogo Matoba, Masayuki Sato, Atsuo Ogura, Haruhiko Siomi

**Keywords:** zygotic genome activation, retrotransposon, transcription factors, preimplantation development, homeobox, Mouse

## Abstract

Once fertilized, mouse zygotes rapidly proceed to zygotic genome activation (ZGA), during which long terminal repeats (LTRs) of murine endogenous retroviruses with leucine tRNA primer (MERVL) are activated by a conserved homeodomain-containing transcription factor, DUX. However, *Dux*-knockout embryos produce fertile mice, suggesting that ZGA is redundantly driven by an unknown factor(s). Here, we present multiple lines of evidence that the multicopy homeobox gene, *Obox4*, encodes a transcription factor that is highly expressed in mouse two-cell embryos and redundantly drives ZGA. Genome-wide profiling revealed that OBOX4 specifically binds and activates MERVL LTRs as well as a subset of murine endogenous retroviruses with lysine tRNA primer (MERVK) LTRs. Depletion of *Obox4* is tolerated by embryogenesis, whereas concomitant *Obox4*/*Dux* depletion markedly compromises embryonic development. Our study identified OBOX4 as a transcription factor that provides genetic redundancy to preimplantation development.

## Introduction

The mechanism by which zygotes acquire totipotency is a major question in developmental biology. Following fertilization, the zygote must build a de novo conceptus with a transcriptionally quiescent genome. The genome rapidly undergoes zygotic genome activation (ZGA), during which epigenetic reprogramming and expression of nascent transcripts enforce the replacement of parental infrastructures by their zygotic counterparts (Lee et al., 2014). Completion of metazoan ZGA results in blastomeres, a collection of cells that are totipotent enough to reflect their potential to individually produce both embryos and extraembryonic appendages (Tarkowski, 1959a; Tarkowski, 1959b). Totipotency lasts until the first cell fate decision takes place, following which it is remolded into pluripotency in cells destined for the embryonic lineage (Suwińska et al., 2008), to which embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs) correspond. In placental mammals, ZGA is characterized by the massive reactivation of transposable elements (TEs) and epigenome remodeling, predominantly implemented by a collection of ZGA genes that have adapted long terminal repeats (LTRs) of endogenous retroviruses (ERVs) as stage-specific *cis*-regulatory elements (Svoboda et al., 2004).

Homeodomains are DNA-binding amino acid motifs encoded by a class of conserved genomic sequences termed homeoboxes (McGinnis et al., 1984b; Carrasco et al., 1984; McGinnis et al., 1984a). Homeodomains are prevalent transcription factors that regulate development because of their ability to bind chromatin in a sequence-specific manner (Scott and Weiner, 1984; Gehring and Hiromi, 1986; Gehring, 1987). Among all homeobox-containing genes, Paired-like (PRD-like) homeobox class genes are particularly associated with ZGA (Lewin et al., 2021). Studies have shown that the PRD-like homeobox gene, double homeobox (*Dux*), plays an important role in preimplantation embryogenesis (Töhönen et al., 2015; Madissoon et al., 2016). *Dux* is conserved throughout placentalia and is highly expressed during ZGA. In humans and mice, DUX specifically binds and activates endogenous retroviruses with leucine tRNA primer (ERVL) LTR-derived promoters, resulting in the expression of downstream ZGA genes (De Iaco et al., 2017; Hendrickson et al., 2017; Whiddon et al., 2017). *Dux* expression induces a two-cell-embryo-like (2C-like) state in mouse embryonic stem cells (mESCs) (De Iaco et al., 2017; Hendrickson et al., 2017; Whiddon et al., 2017), whereas *Dux*-knockout (KO) undermines mouse blastocyst formation (De Iaco et al., 2017). However, subsequent studies have revealed that mouse embryogenesis is compatible with the loss of *Dux*, suggesting a redundant pathway of ZGA that is controlled by uncharacterized transcription factor(s) (Chen and Zhang, 2019; Guo et al., 2019; De Iaco et al., 2020; Bosnakovski et al., 2021).

In this study, we sought to identify the redundant transcription factor that drives ZGA in the absence of *Dux*. We discovered that the multicopy homeobox gene, oocyte-specific homeobox 4 (*Obox4*), promotes *Dux*-less ZGA. *Obox4* is abundantly expressed in mouse 2C-embryos, 2C-like mESCs, and totipotent blastomere-like cells (TBLCs) (Shen et al., 2021). Mechanistically, OBOX4 promotes ZGA by binding to the LTRs of murine endogenous retroviruses with leucine tRNA primer (MERVL) and murine endogenous retroviruses with lysine tRNA primer (MERVK), and thereby affecting the deposition of active epigenetic modifications. Concomitant, but not respective, depletion of *Obox4* and *Dux* severely compromises ZGA and preimplantation development. Taken together, our findings substantiate a preimplantation development model, in which the ZGA is redundantly promoted by *Dux* and *Obox4*.

## Results

### Expression profiling identifies transcription factor candidates

Genetic redundancy is commonly observed among genes that share sequence homology (Wagner, 1996). Because *Dux* is a homeobox gene, we speculated that its redundant factors are homeobox genes. We examined the expression profiles of all mouse homeobox genes during preimplantation embryogenesis using published single-cell RNA-seq (scRNA-seq) data (Deng et al., 2014). Clustering analysis defined a collection of 45 homeobox genes, whose transcript levels reached a maximum before the late 2C stage (Figure 1A). We then sought to identify bona fide ZGA factors from this collection by looking for genes whose transcripts were of zygotic origin, instead of ones that were parentally inherited. TBLCs have recently been established as an in vitro model of 2C-embryos, which are derived from splicing-inhibited mESCs, and hence, are free of parentally inherited transcripts (Shen et al., 2021). Analysis of published RNA sequencing (RNA-seq) data showed that the expression of four homeobox genes, *Duxf3*, *Emx2*, *Hoxd13*, and *Obox4*, was 10 times higher in TBLCs than in mESCs (Figure 1B). We examined whether the expression of these genes was affected in the *Dux* knockout embryos. Using published RNA-seq data (Chen and Zhang, 2019; De Iaco et al., 2020), we found that only the expression of the multicopy gene *Obox4* was partially affected in *Dux* knockout embryos (Figure 1C).

**Figure 1.**
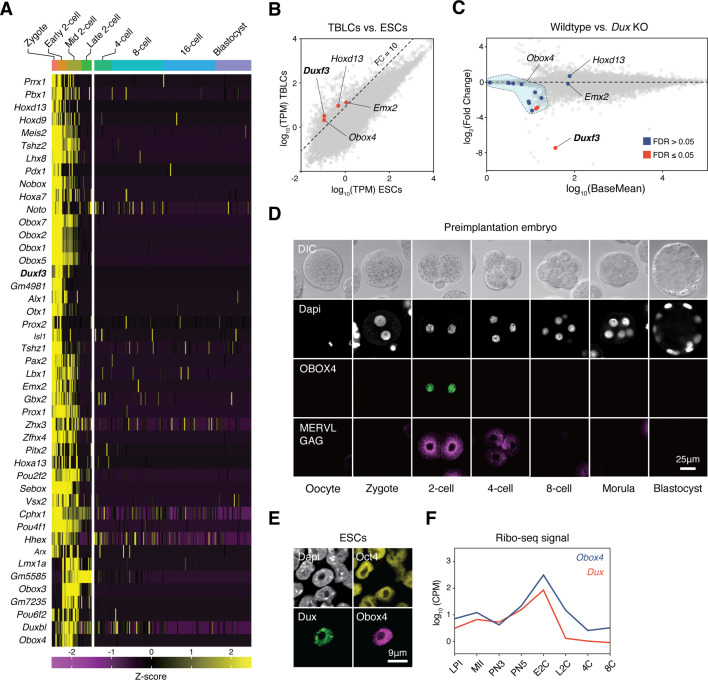
OBOX4 is expressed during zygotic genome activation (ZGA). (**A**) Mouse homeobox genes that are specifically expressed during ZGA. The genes were identified by means of statistically determined *k*-means clustering based on their expression in preimplantation embryos. *Dux* is shown in a bold italic font. (**B**) Scatterplot showing per-gene normalized read counts in mouse totipotent totipotent blastomere-like cells (TBLCs) versus mouse embryonic stem cells (mESCs). Genes with more than tenfold normalized read counts (FC = 10) have been highlighted. *Dux* is shown in a bold italic font. (**C**) MA plot displaying gene expression in *Dux* knockout 2C-embryos versus WT 2C-embryos. Loss of *Dux* partially downregulates the multicopy homeobox gene *Obox4*. (**D**) Immunofluorescence staining of OBOX4 and MERVL GAG at different preimplantation embryo stages. (**E**) Immunofluorescence staining of DUX, OBOX4, and OCT4 in 2C-like mESCs. (**F**) Translation profile of DUX and OBOX4 during preimplantation characterized by Ribo-seq signal.

**Figure 1—figure supplement 1.**
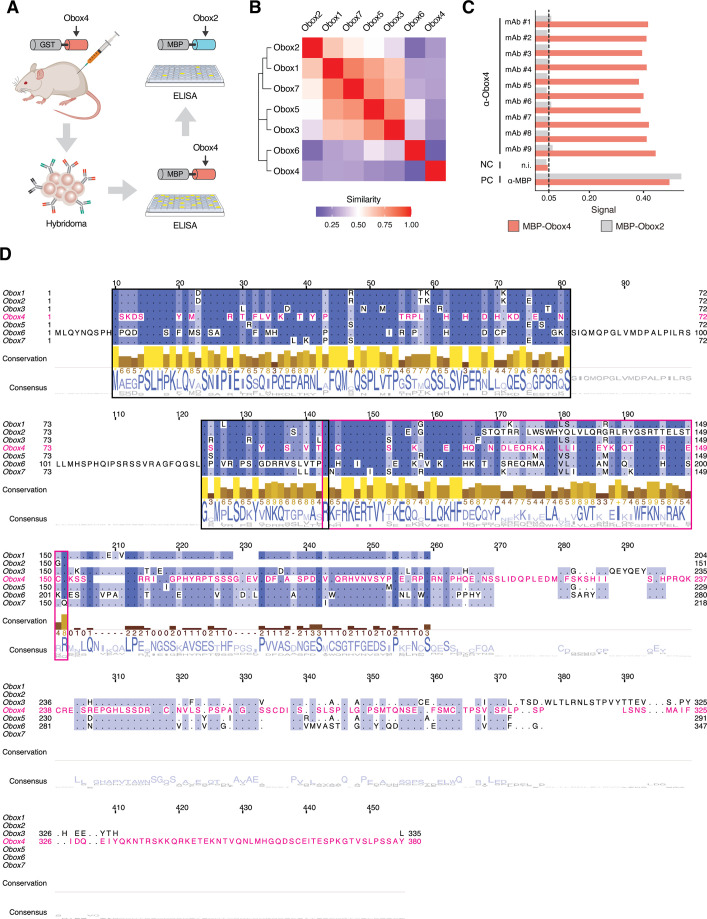
Production of anti-OBOX4 monoclonal antibodies. (**A**) Schematic of the production of monoclonal antibodies. Mice were immunized with the GST-OBOX4 fusion protein. After fusing B-cells with myelomas, the antibodies produced by hybridomas were examined against MBP-OBOX4 fusion protein, followed by MBP-OBOX2 fusion protein, for identification of OBOX4-specific antibodies. (**B**) Analysis of protein sequence similarity among the OBOX family members. The Smith–Waterman local alignment method was used to align the amino acid sequences, and the divergence among different sequences was represented in the form of a block substitution matrix. (**C**) ELISA signal of anti-OBOX4 monoclonal antibodies against the MBP-OBOX4 and MBP-OBOX2 fusion proteins. Anti-OBOX4 monoclonal antibodies were not reactive to MBP-OBOX2. (**D**) Multiple-sequence alignment of protein sequence among the OBOX family members. The homeodomains are highlighted by a magenta box. The peptide sequences used for antibody production are highlighted by a black box.

### *Obox4* activates 2C-genes and TEs in mESCs

Before examining whether the candidates were crucial for embryogenesis, we first confirmed the presence of endogenous OBOX4 protein as the *Obox4* loci are marked as pseudogenes in the current genome annotation GRCm39 (Yates et al., 2020). We generated mouse anti-OBOX4 monoclonal antibodies (Figure 1—figure supplement 1). Immunofluorescence staining using these antibodies confirmed that endogenous OBOX4 was expressed in zygotes and highly abundant in 2C-embryos and 2C-like mESCs (Figure 1D and E), which is consistent with translatome profiles captured by Ribo-seq that detects OBOX4 translation at the 2C stage (Xiong et al., 2022; Figure 1F). Mouse ZGA is characterized by the surging activity of genes that specifically express at the 2C stage (2C-gene), many of which have co-opted MT2_Mm, the LTR of MERVL, as stage-specific promoters (Macfarlan et al., 2011). We then sought to examine whether the candidates had potential to promote ZGA by activating MERVL and 2C-genes (Figure 2—figure supplement 1A; Supplementary file 1). We constructed a 2C::tdTomato reporter mESC line with transgenic tdTomato red fluorescence protein driven by the MERVL 5'-LTR (Macfarlan et al., 2012; Figure 2A). Candidate genes were cloned and overexpressed in the reporter cell line (Figure 2—figure supplement 2B and C). Interestingly, ectopic expression of *Obox4* markedly induced tdTomato expression, similar to that induced by *Dux* (Figure 2B, Figure 2—figure supplement 2A and B). 

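Uniquely mapped reads of *Obox4* were close to 0 in mESCs without doxycycline and were higher in every library after induction. Read counts were summed over all Obox4 copies, which are 39 annotated rows at the *Obox4* locus. Reads that map to several copies are left out of this sum, so it does not give the full level of *Obox4* RNA. The sum was 0.611, 0.385 and 0.391 CPM in the 3 libraries at 0 h. At 12 h it was 5.00, 6.65 and 7.11 CPM, and at 48 h 8.51, 7.08 and 7.61 CPM. These 9 RNA-seq libraries come from an mESC line with a doxycycline-inducible 3×FLAG-*Obox4* transgene, 3 libraries each at 0, 12 and 48 h. Reads assigned to genes numbered 25713211 to 30812366 per library at 0 h (median 29036871), 22873801 to 25382152 at 12 h (median 24840684) and 22470332 to 31504967 at 48 h (median 27714824). The authors trimmed reads with fastp (v0.23.2), aligned them with STAR (v2.7.9a) to GRCm38.p6 and counted them with featureCounts (v2.0.1), discarding multi-mapping reads for features other than TEs. The counts were used here as deposited, scaled by TMM and fitted with edgeR's quasi-likelihood model over the 3 time points together. After edgeR's filter on low counts, 18625 genes were tested. Repeats were tested in a separate table of counts per repeat name, where 1015 names passed the filter. A gene or repeat was called at a Benjamini-Hochberg adjusted p of 0.01 or less and a change of at least 2-fold. The Figure 2 legend calls the 3 replicates biological. The labels only number them, and p-values measure the spread between these libraries.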

To characterize the impact of *Obox4* expression on 2C-genes, we established an mESC stable line bearing an inducible *Obox4* transgene (Figure 2C). Differentially expressed gene analysis revealed that *Obox4* induction led to transcriptome changes in mESCs, characterized by upregulation of 2C-genes and TEs that were highly expressed in early-to-middle 2C-embryos (Wu et al., 2016; Figure 2D and E), naturally occurring 2C-like mESCs (Zhu et al., 2021), and *Dux*-induced 2C-like mESCs (Hendrickson et al., 2017; Figure 2F; Supplementary file 2). 

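Induced cells turned on transcripts of the 2-cell stage, among them the *Zscan4* cluster, *Dppa3* and *Sp110*. *Zscan4d* (ENSMUSG00000090714, chromosome 7 of GRCm38, 11161374 to 11166159) encodes a telomere-protective factor that marks 2C-like cells. It rose at 48 h from 2.71 ± 0.727 to 16.2 ± 4.25 CPM (SD, n = 3), a log2 fold change of 2.58 (standard error 0.245, adjusted p = 1.04e-04, edgeR quasi-likelihood). *Dppa3*, which protects maternal DNA methylation, rose from 4.97 ± 1.66 to 42.4 ± 9.20 CPM (log2 fold change 3.10, standard error 0.27, adjusted p = 7e-05, edgeR quasi-likelihood). *Arl4d*, which encodes a small GTPase, rose from 13.7 ± 2.2 to 120 ± 17.7 CPM (log2 fold change 3.14). Of the 58 2C-genes tested, from a list of 72 fixed before the counts were examined, 37 were higher, 0 were lower and 21 were not called (42 higher when adjusted over the list alone). They include *Zscan4c* (log2 fold change 2.27), *Zscan4f* (2.33), *Usp17le* (2.56) and *Tcstv3* (2.11). The list as a whole moved up, with a median log2 fold change of 2.29 (camera, adjusted p = 1.33e-58; adjusted p = 0.00558 with an estimated correlation). *Dppa2* went from 45.0 ± 5.08 to 62.1 ± 7.24 CPM and was not called (log2 fold change 0.47, adjusted p = 0.0458, edgeR).
Other programs changed as well. The germ line genes *Sycp2* (log2 fold change 2.01), *Meioc* (1.18) and *Mov10l1* (1.16) rose, among 6 of 23 genes of meiosis and germ line (8 when adjusted over the list alone; camera adjusted p = 1.09e-08, adjusted p = 0.046 with an estimated correlation). Of 16 primitive endoderm genes, 5 were higher, 0 were lower and 11 were not called (6 higher when adjusted over the list alone). Among them, *Dab2* rose by 2.41 and *Lamb1* by 1.52 in log2 units (camera adjusted p = 1.66e-04; adjusted p = 0.0868 with an estimated correlation). In the trophectoderm list *Gata2* fell by 1.88 and *Tfap2c* by 1.43, while *Krt8* rose by 1.22, and 5 of 20 genes were higher, 3 lower and 12 not called (5 and 3 when adjusted over the list alone). The stress-response genes *Chac1* and *Trib3* fell by 1.24 and 1.01 (camera over the list, adjusted p = 0.00131; adjusted p = 0.155 with an estimated correlation). Over all genes, 628 were higher and 107 lower. With 1 library left out, the total of 735 became 397 (without 0 h replicate 3), 413 (0 h replicate 2), 473 (0 h replicate 1), 451 (48 h replicate 2) or 472 (48 h replicate 3).
Among repeats, the endogenous retrovirus MERVL was the main responder. MERVL-int rose from 4834 ± 919 to 16260 ± 4983 CPM of the repeat table (log2 fold change 1.75, standard error 0.238, adjusted p = 0.00576, edgeR quasi-likelihood, n = 3). Its LTR, MT2_Mm, rose from 1423 ± 200 to 3479 ± 749 CPM (log2 fold change 1.29, adjusted p = 0.00511, edgeR). A total of 3 repeats were called higher and 0 lower. No repeat was called with a replicate block, or when any of 5 libraries was left out, all but 48 h replicate 3. The paper reports that 2C-genes and TEs rose in these mESCs and proposes that *Obox4* induces 2C-like genes.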

A substantial fraction (159/164) of *Obox4*-induced 2C-genes were also induced by *Dux* (Figure 2G). While the induction effect of *Obox4* is milder compared with *Dux* when considering the number and fold-upregulation of 2C-genes, transcriptomic perturbances introduced by *Dux* and *Obox4* are highly correlated (Figure 2H). Interestingly, *Dux* and *Obox4* were mutually inductive, where one promoted expression of the other. These results suggest that *Obox4* is an inducer of 2C-like genes and potentially a redundant factor of *Dux*.

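*Duxf3* (ENSMUSG00000075046, chromosome 10 of GRCm38, 58229979 to 58232675) is the *Dux* gene of this annotation, a copy of a tandem array whose reads map to several places. From uniquely mapped reads, Duxf3 had 0.652, 0.280 and 0.326 CPM in the 3 mESC libraries at 0 h and 1.51, 1.53 and 0.792 CPM at 48 h of *Obox4* induction. Its log2 fold change was 1.62 (standard error 0.466) and was not called (adjusted p = 0.0466, edgeR quasi-likelihood). With multi-mapped reads counted, which was chosen after the values were seen, *Duxf3* rose from 0.709 ± 0.107 to 2.49 ± 0.544 CPM (SD, n = 3). That log2 fold change was 1.81 (standard error 0.292, adjusted p = 0.00266, edgeR). *Obox4* RNA after *Dux* induction was not analysed here.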

**Figure 2.**
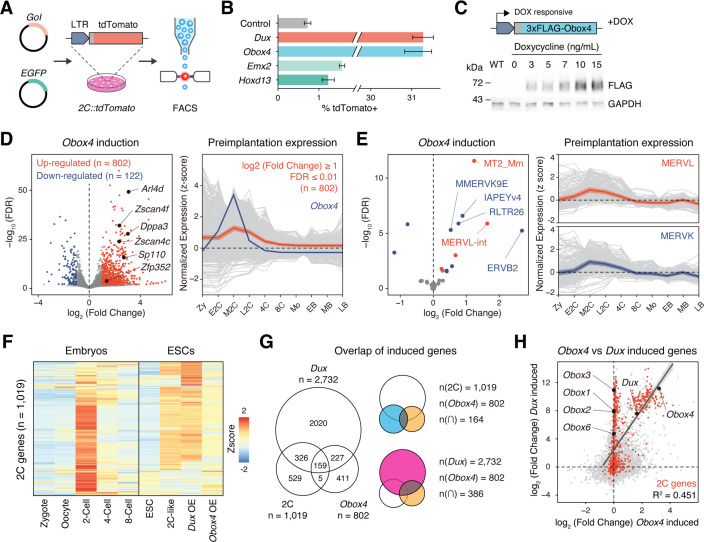
*Obox4* and *Dux* induce 2C-gene expression in mouse embryonic stem cells (mESCs). (**A**) Diagram of the 2C::tdTomato reporter assay. mESCs bearing the tdTomato expression cassette under the control of the MERVL long terminal repeat (LTR) promoter showed red fluorescence upon entering the 2C-like state. The expression of the transcription factor increased the 2C-like population, as detected using FACS. An EGFP expression plasmid was co-transfected with a gene of interest to normalize the transfection efficiency. (**B**) Boxplot showing normalized 2C-like cell percentage in 2C::tdTomato reporter mESCs overexpressing candidate pioneer factors. *Dux* and *Obox4* potently induced a 2C-like state. n = 3 biological replicates. Error bars indicate standard deviations. (**C**) Upper panel: schematic of *Obox4*-inducible cell line construction. Lower panel: western blot showing OBOX4 level upon induction by different concentrations of doxycycline. Expression of OBOX4 was carried out in a dose-dependent manner. (**D**) Left panel: volcano plot of differentially expressed genes (DEGs) in mESCs with *Obox4* induction for 48 hr. Representative 2C-genes are labeled with gene symbols. Right panel: expression profile of genes upregulated by *Obox4* during embryogenesis. n = 3 biological replicates. (**E**) Left panel: volcano plot of differentially expressed transposable elements in mESCs with *Obox4* induction for 48 hr. MERVL and MERVK elements were highlighted. Right panel: expression profile of MERVL and MERVK elements during preimplantation embryogenesis. n = 3 biological replicates. (**F**) Heatmaps of the expression of 2C-genes in preimplantation embryos, naturally occurred 2C-like mESCs, and induced 2C-like mESCs. (**G**) Venn diagram showing overlap of 2C-genes with genes induced by ectopic expression of *Dux* and *Obox4* in mESCs. (**H**) Scatterplot showing per-gene expression changes in *Dux*-induced versus *Obox4*-induced mESCs. 2C-genes are highlighted in red. Figure 2—source data 1.Original and uncropped blot for Figure 2C.

**Figure 2—figure supplement 1.**
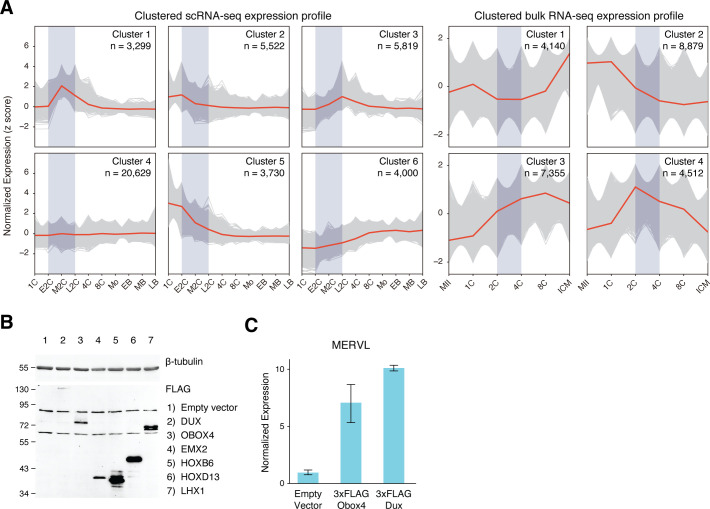
*k*-means clustering of reimplantation gene expression and MERVL induction by ectopic *Obox4* and *Dux* expression. (**A**) Expression profiles of *k*-means clustered gene sets during preimplantation development based on *z*-scored expression of scRNA-seq and bulk RNA-seq. Genes appeared in both scRNA-seq cluster 1 and bulk RNA-seq cluster 4 were designated as 2C-genes. (**B**) Western blot showing protein products of the candidate genes ectopically expressed in mouse embryonic stem cells (mESCs) at 18 hr post transfection. (**C**) Bar plot showing MERVL transcript level in mESCs at 18 hr post *Dux* or *Obox4* transfection, detected by reverse transcription quantitative real-time PCR (RT-qPCR). n = 3 biological replicates. Error bars indicate standard deviations. Figure 2—figure supplement 1—source data 1.Original and uncropped blot for Figure 2—figure supplement 1B.

**Figure 2—figure supplement 2.**
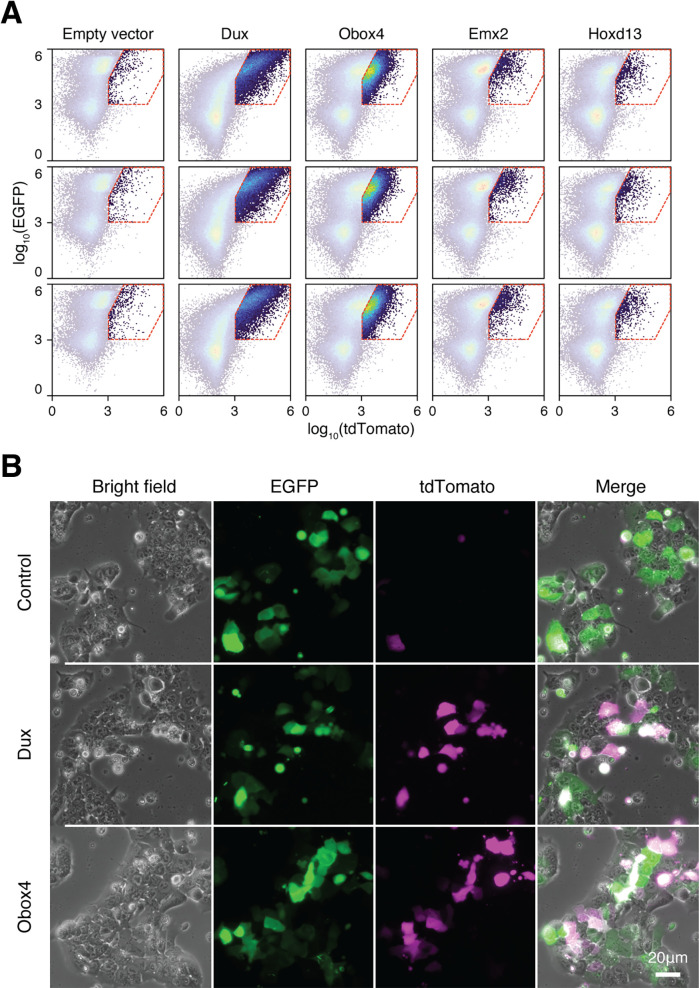
Ectopic expression of Obox4 and Dux activates MERVL reporter. (**A**) FACS analysis of 2C::tdTomato cells co-transfected with candidate gene expression plasmids and EGFP. (**B**) Fluorescence microscopy of 2C::tdTomato mESCs transfected with empty plasmid, plasmid encoding DUX, or plasmid encoding OBOX4. Plasmids encoding EGFP were co-transfected to normalize the transfection efficiency in FACS analysis.

### Obox4 binds to 2C-gene promoters and LTR elements in mESCs

*Obox4* contains a homeobox, activates 2C-genes and TEs, and upregulates *Dux*-induced genes, which prompted us to examine whether OBOX4 is a transcription factor that activates 2C-gene-associated loci through direct binding with *cis*-regulatory elements. Cleavage under targets and release using nuclease (CUT&RUN) leverages antibody-targeted cleavage of proximal DNA to identify the binding sites of DNA-associated proteins (Skene and Henikoff, 2017). To examine this technique, we performed CUT&RUN against triple FLAG-tagged DUX (3×FLAG-DUX) expressed in mESCs using a high-affinity anti-FLAG antibody (Sasaki et al., 2012) and confirmed that the DUX binding pattern revealed by CUT&RUN recapitulated the published HA-tagged DUX ChIP data (Hendrickson et al., 2017; Figure 3—figure supplement 1A and B). 

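CUT&RUN maps where a protein sits on DNA by cutting and sequencing the fragments held by an antibody. Peaks of 3×FLAG-OBOX4 were held for 3 biological replicates of mESCs, and peaks of 3×FLAG-DUX after 24 h of induction for 1 list. The OBOX4 lists hold 27988, 20620 and 22481 peaks, with median lengths of 448, 445 and 405 bases. The DUX list holds 1844 peaks with a median length of 286 bases. The lowest −log10 q in the OBOX4 lists is 1.31, and the DUX list starts at a stricter level. The authors aligned reads from 1e5 cells with Bowtie2 (v2.4.1) to GRCm38.p6 and called peaks per replicate with MACS3 (v3.0.0a6, callpeak -f BAMPE). Read counts per library are not in a peak list, so depth is unknown, and the fold and q of each peak are the authors' values. Here peaks on chromosomes 1 to 19, X and Y were kept, and an OBOX4 peak was used if at least 2 replicates held it. A promoter was taken as 3000 bases to either side of an annotated start site. A repeat locus was counted as bound when a peak overlapped it by at least 1 base. As a measure of chance, the peaks were moved along their chromosome by a random distance 100 times. Intervals on shares are 95% Wilson intervals and cover counting error only.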

We then proceeded with characterizing the genomic footprint of OBOX4 by performing CUT&RUN against 3×FLAG-OBOX4 expressed in mESCs and discovered ~24,000 peaks, among which 39.5% were located in the gene promoter regions that covered 26.8% (273/1019) of the 2C-genes (Figure 3A). 

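OBOX4 sat at the promoters of many genes, among them the early-induced targets *Arl4d* and *Dppa3*. OBOX4 covered the start sites of *Arl4d* in all 3 replicates, with enrichments in the authors' lists of 32.4, 32.0 and 25.4. *Dppa3* carried a peak over its start with enrichments of 24.8, 24.2 and 17.0. A total of 20997 peaks were present in at least 2 replicates. Of these, 8012 (38.16%, interval 37.5 to 38.82) overlapped a promoter, against a median of 12.07% after moving the peaks. LTR elements held 35.51% of the peaks and repeats of any class 64.12%. Among 70 genes of the 2C list found in the annotation, 22 (31.43%, interval 21.76 to 43.03) had an OBOX4 peak at the promoter, against 16.93% of the other genes (Fisher's exact test, two-sided, p = 0.00345). When only genes expressed highly enough to be tested in mESCs were compared, the shares were 36.21% of the 2C list and 36.99% of the other genes (p = 1, Fisher's exact test). The number of peaks was 32630 when a peak in any replicate was used and 9497 when a −log10 q of at least 10 was required.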

De novo motif discovery using the top 500 CUT&RUN signal peaks predicted CTGGGATYWRMR as the top OBOX4 binding motif, which is enriched in the promoter regions of 2C-genes (Figure 3B). Collectively, OBOX4 and DUX targeted 48.1% (490/1019) of the 2C-genes with a considerable overlap (36.3% for OBOX4 and 31.3% for DUX), which covered many important ZGA genes, including *Dppa2*, *Sp110*, and *Zscan4d* (Figure 3C and D; Supplementary file 3). 

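The core of the motif, GGGATYWR, was searched on both strands in the 500 shared OBOX4 peaks with the highest peak score, of which 333 lie on LTR elements and 186 at promoters. Within 50 bases of the summit, 32 peaks (6.4%, Wilson interval 4.57 to 8.9) held it. In windows 500 bases away, 26 (5.2%) did (Fisher's exact test, two-sided, p = 0.499). The full motif CTGGGATYWRMR was present in 18 peaks (3.6%) and 11 windows (2.2%; p = 0.258, Fisher's exact test). Over all 20997 shared peaks the core was found in 1015 (4.83%) and in 833 of the windows (3.97%; Fisher's exact test, two-sided, p = 1.64e-05), and the full motif in 437 (2.08%) and in 340 of the windows (1.62%; p = 5.01e-04, Fisher's exact test). Among the sequences the core allows, GGGATTAA accounted for 16 of the hits in the 500 peaks and 13 in the windows, and GGGATCAA for 8 and 0. *Dppa2* gives an example at sequence level. A peak of replicate 1 inside the gene holds the core at chromosome 16 of GRCm38, 48306661 to 48306668, in the sequence CAGTACAGCTGGGATTAAAGGTAAGACC. That peak is weak (fold enrichment 3.6, −log10 q 3.21) and absent from the other replicates. The peaks over the start of *Dppa2* in all 3 replicates, with enrichments of 40.87, 29.52 and 18.12, hold no core near the summit.
In RLTR13B2, RLTR13B1, RLTR13D6 and MT2_Mm, bound loci held the core more often than other loci. The core was counted anywhere in a locus, and bound and other loci were not matched for length. The shares therefore do not separate binding at the core from a difference in locus length. Of 314 RLTR13B2 loci, 76.4% hold it, in 86.3% of the bound and 67.9% of the other loci (Fisher's exact test, two-sided, p = 1.65e-04). For RLTR13B1 the shares were 79.8% and 57.7% (p = 6.1e-11, Fisher's exact test). For MT2_Mm they were 94.6% and 76.9% (p = 4.16e-11, Fisher's exact test). For RLTR13D6 they were 6.7% and 2.7% (p = 0.00924, Fisher's exact test). For MERVL-int the shares were 36.3% and 28.7% (p = 0.118, Fisher's exact test). RLTR9E, a frequent OBOX4 target, holds the core in 2.5% of its loci, 1.3% of the bound and 3.0% of the others (p = 0.0804, Fisher's exact test). RLTR9D holds it in 0 of 214 bound loci and 0.5% of the others (p = 0.569, Fisher's exact test).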

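At promoters of the 2C list, 4 genes carried both OBOX4 and DUX, and *Zscan4* promoters were bound by DUX. *Zscan4c*, *Zscan4d* and *Zscan4f* have a DUX peak 122, 157 and 173 bases from their start sites. The nearest OBOX4 peak to the *Zscan4d* start is 73185 bases away. *Dppa2* (chromosome 16 of GRCm38, 48303908 to 48319723) showed the reverse, with OBOX4 over its start site in all 3 replicates (authors' enrichment 40.9, 29.5 and 18.1) and the nearest DUX peak 21964 bases away. Near *Sp110* (chromosome 1, 85576899 to 85598817, minus strand), both factors have a peak upstream of the gene, OBOX4 at 4087 and DUX at 4792 bases from the start. The DUX peak (85603609 to 85604006) lies within the OBOX4 peak (85602904 to 85604680), outside the promoter window. The window of the neighbouring *Sp140* reaches this OBOX4 peak but not the DUX peak, so *Sp140* was counted as bound by OBOX4 alone. *Duxf3* itself has a DUX peak over its start, and *Zfp352* has neither factor at its promoter.
By promoter, DUX bound 19 of 70 genes of the 2C list (27.14%, against 0.85% of the other genes; Fisher's exact test, two-sided, p = 2.79e-23). Either factor bound 37 of the 70 (52.86%, Wilson interval 41.32 to 64.1), and 4 genes carried both. Those 4 are 18.18% of the OBOX4-bound (7.31 to 38.52) and 21.05% of the DUX-bound 2C-genes (8.51 to 43.33). Genome-wide, 395 of 1802 DUX peaks (21.92%) overlapped an OBOX4 peak, and moved peaks gave a median of 0.94% and at most 1.61%. The paper describes the overlap between the 2C-genes targeted by each factor as considerable.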

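MT2_Mm is the LTR that drives MERVL and many chimeric transcripts of 2C-embryos. DUX peaks overlapped 389 of its 2641 loci (14.73%, Wilson interval 13.43 to 16.13), the highest share of any LTR with at least 100 loci. OBOX4 peaks overlapped 204 (7.72%, interval 6.77 to 8.81), and 76 loci lay under peaks of both. After moving the peaks, the medians were 0.04% for DUX and 0.95% for OBOX4. MERVL-int, the internal part of the element, followed for DUX with 3.7% of its loci. The OBOX4 share at MT2_Mm depended on the peaks used: it was 21.32% with peaks of any replicate, 18.1% with replicate 1 alone, 4.17% with peaks of all 3 replicates and 2.54% at a −log10 q of at least 10. Leaving out replicate 1 gave 4.35%.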

The overlap was substantiated by the observation that MERVL LTR MT2_Mm was among the top 10 LTR targets of both OBOX4 and DUX, based on loci coverage (Figure 3E and F; Supplementary file 4). Notably, while DUX strongly prefers MT2_Mm, OBOX4 binding was biased toward MERVK LTRs, namely RLTR9 and RLTR13 elements (Figure 3G), which also demonstrated a 2C-specific expression profile (Figure 3—figure supplement 1C and D). 

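OBOX4 favoured LTRs of the ERVK class, and RLTR13B2 stood first. OBOX4 peaks overlapped 146 of 314 RLTR13B2 loci (46.5%, Wilson interval 41.06 to 52.02), against a median of 0.96% and at most 2.55% for moved peaks. RLTR9E followed with 389 of 1302 loci (29.88%) and RLTR13D6 with 240 of 805 (29.81%). RLTR9D2 (29.38%), RLTR9D (26.72%) and RLTR13B1 (25.02%) came next. DUX had no peak on RLTR13B2, where 0 of 314 loci allow a share of up to 1.21%.
From the loci bound, the paper concludes that OBOX4 is biased toward RLTR9 and RLTR13, while DUX prefers MT2_Mm.

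**Figure D1:**
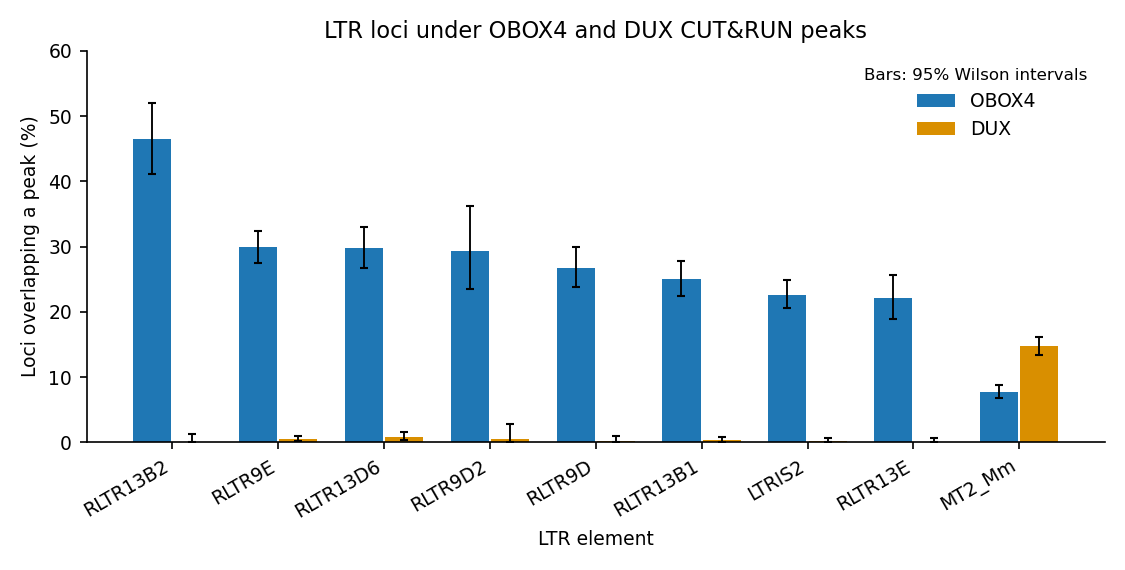
Percent of loci of 9 LTRs that overlap OBOX4 peaks (shared by at least 2 replicates) or DUX peaks, with 95% Wilson intervals. RLTR13B2 has 46.5% of its loci under OBOX4 peaks, and MT2_Mm has 14.73% under DUX peaks.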

To examine whether these bindings were functional in the absence of *Dux*, we generated Obox4/Dux single and double knockout mESC lines, in which 14 of 15 protein-coding *Obox4* copies were removed from the genome (Figure 3—figure supplements 2 and 3). tdTomato reporters driven by MT2_Mm and RLTR13B2 were co-transfected with *Dux* and *Obox4* into *Obox4*/*Dux* double knockout mESCs (Figure 3H). Analysis of the tdTomato-positive population showed that *Obox4* activated both RLTR13B2 and MT2_Mm, whereas *Dux* only activated MT2_Mm (Figure 3I). These observations demonstrated that OBOX4 binds and activates a subset of DUX targets in mESCs and redundantly drives their expression in the absence of DUX.

**Figure 3.**
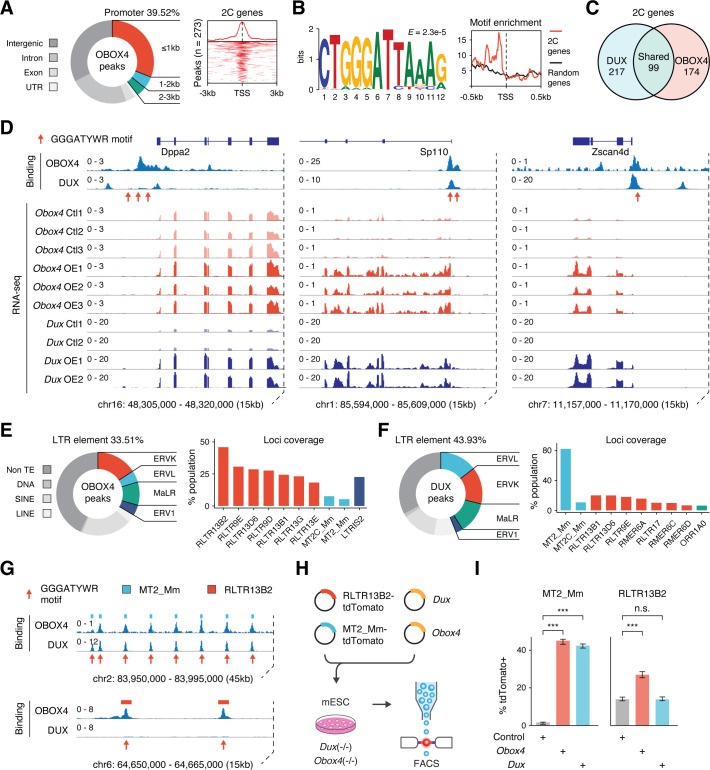
OBOX4 binds and activates 2C-specific long terminal repeat (LTR) elements. (**A**) Left panel: pie chart displaying proportions of annotated genomic regions of the OBOX4 binding sites. Right panel: heatmap showing the OBOX4 binding site distribution near 2C-gene promoters. (**B**) Left panel: the predicted OBOX4 binding motif using the top 500 cleavage under targets and release using nuclease (CUT&RUN) peaks. Right panel: histograph showing the distribution of the predicted OBOX4 binding motif near 2C and random gene promoters. (**C**) Venn diagram showing the distinct and overlapping 2C-genes targeted by DUX and OBOX4. (**D**) Representative genomic track showing DUX and OBOX4 binding sites at the *Dppa2*, *Sp110,* and *Zscan4d* loci and their expression levels in *Obox4* and *Dux*-induced mouse embryonic stem cells (mESCs). Read counts were CPM normalized. The OBOX4 binding sites overlapped with those of DUX. *Dppa2, Sp110*, and *Zscan4d* expression was upregulated upon *Obox4* and *Dux* induction. (**E**) Left panel: pie- hart displaying proportions of annotated transposable elements (TEs) of the OBOX4 binding sites. Right panel: bar plot showing the top 10 OBOX4 covered LTR elements. (**F**) Left panel: pie chart displaying proportions of annotated TEs of the DUX binding sites. Right panel: bar plot showing the top 10 DUX covered LTR elements. (**G**) Representative genomic track showing DUX and OBOX4 binding sites at MT2_Mm and RLTR13B2. Read counts were CPM normalized. The OBOX4 binding sites overlapped with those of DUX at MT2_Mm loci, while RLTR13B2 was uniquely bound by OBOX4. (**H**) Schematic design of the LTR::tdTomato reporter assay. Plasmids bearing a tdTomato ORF downstream of MT2_Mm or RLTR13B2 were co-transfected with *Dux* or *Obox4* expression plasmids. Activation of LTR elements resulted in an increased red fluorescence-positive mESC population, which was measured using FACS. EGFP expression plasmid was co-transfected into the culture, following which the green fluorescence-positive population was measured, to normalize the transfection efficiency. (**I**) Bar plots showing the percentage of red fluorescence-positive mESCs upon expression of *Dux* or *Obox4*. Both *Dux* and *Obox4* activated MT2_Mm, whereas only *Obox4* activated RLTR13B2.

**Figure 3—figure supplement 1.**
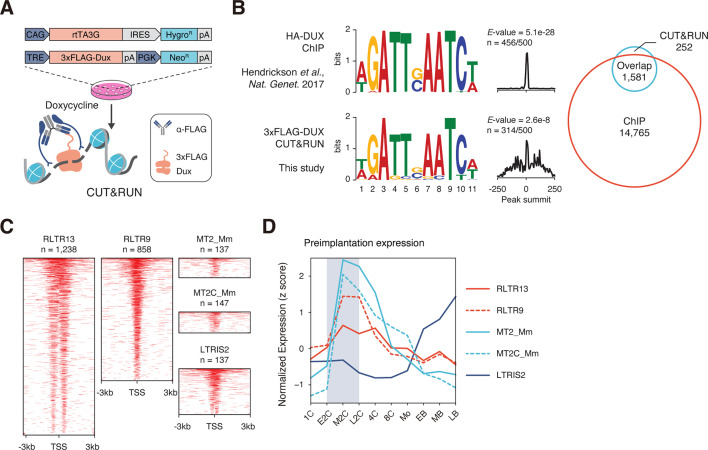
CUT&RUN captures DNA binding profiles of DUX and OBOX4. (**A**) Schematic diagram of the cleavage under targets and release using nuclease (CUT&RUN) workflow using mouse embryonic stem cells (mESCs) with induced expression of FLAG-tagged DUX. mESCs bearing a doxycycline-inducible 3×FLAG-DUX expression cassette were induced with doxycycline for 24 hr. DUX-associated DNA was pulled down in the CUT&RUN assay using a high-affinity anti-FLAG antibody. (**B**) Left panel: comparison of DUX binding motif predicted with published ChIP data and CUT&RUN result from this study. Right panel: overlap of DUX binding peaks discovered with the two data sets. (**C**) Heatmaps showing the OBOX4 binding site distribution near top covered long terminal repeat (LTR) elements. (**D**) Expression profile of top 5 OBOX4 covered LTR elements during embryogenesis.

**Figure 3—figure supplement 2.**
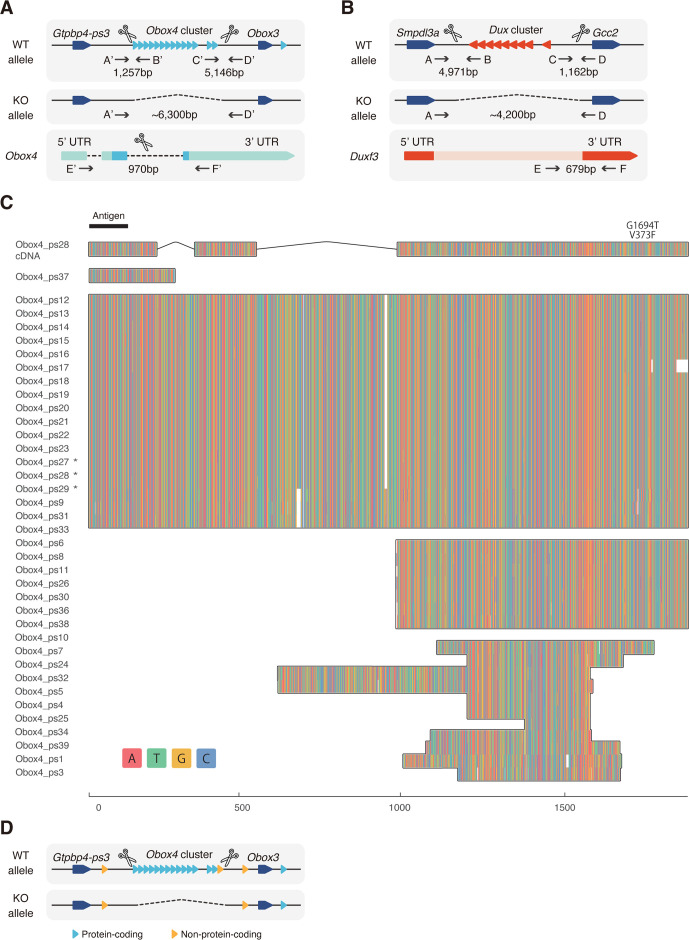
Knockout strategy of *Obox4* and *Dux* clusters. (**A**) Schematic diagram of producing *Obox4* knockout mice using CRISPR-Cas9 (not drawn to scale). sgRNAs flanking the *Obox4* cluster as well as the internal sequence of individual *Obox4* were introduced into mouse zygotes with SpCas9, to knockout *Obox4*. Primers flanking Cas9 cutting sites (A’–D’) were designed to validate removal of target allele. Primers inside of *Obox4* (E’–F’) were designed to quantify *Obox4* copy number by qPCR. (**B**) Schematic diagram of producing *Dux* knockout mice using CRISPR-Cas9 (not drawn to scale). Previously reported sgRNAs flanking the *Dux* cluster were introduced into mouse zygotes with SpCas9, to knockout *Dux*. Primers flanking Cas9 cutting sites (**A–D**) were used to validate removal of target allele. Primers inside of *Dux* (**E–F**) were designed to detect translocation of *Dux* cluster. (**C**) Multiple sequence alignment of DNA sequence among the *Obox4* copies. Full-length *Obox4* with internal stop codons are marked by asterisks. (**D**) Schematic diagram of *Obox4* cluster removal strategy and copy number quantification. Primers E’ and F’ targets all 15 protein-coding as well as 3 non-protein-coding *Obox4* loci, among which 14 protein-coding and 1 non-protein-coding copies were subjected to knockout.

**Figure 3—figure supplement 3.**
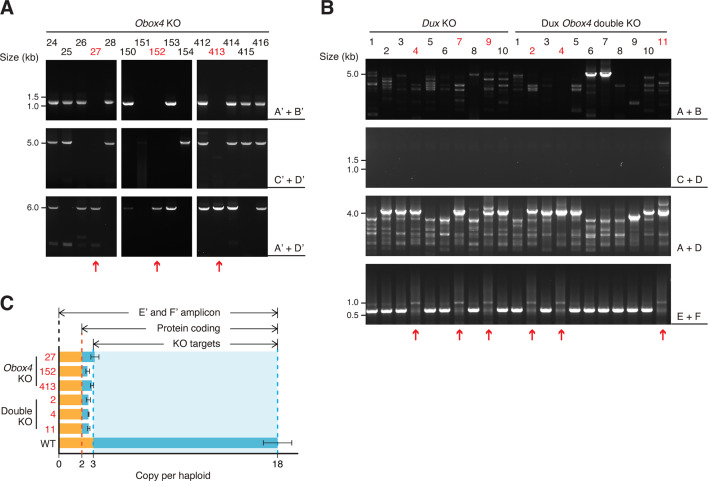
Validation of *Obox4* and *Dux* knockout mouse embryonic stem cell lines. (**A**) Agarose gel image of PCR-based genotyping of the *Obox4* knockout allele in founder mouse embryonic stem cell (mESC) lines. The red arrows indicate cell lines bearing biallelic deletions of the *Obox4* cluster. (**B**) Agarose gel image of PCR-based genotyping of the *Dux* knockout allele in founder mESC lines. The red arrows indicate cell lines without the genomic *Dux* sequences. (**C**) Bar plot showing copy number of *Obox4* in the founder mESC lines analyzed in (**A**, **B**), as detected by qPCR using purified genomic DNA. Figure 3—figure supplement 3—source data 1.Original and uncropped gels for Figure 3—figure supplement 3A. Figure 3—figure supplement 3—source data 2.Original and uncropped gels for Figure 3—figure supplement 3B.

### Concomitant loss of *Obox4* and *Dux* impairs preimplantation development

We then sought to determine whether *Obox4* is functionally required for preimplantation development, particularly in the absence of *Dux*. Transient depletion of DUX has previously confused the field in that it caused an embryonic phenotype while subsequent *Dux* knockout females were shown to be fertile (De Iaco et al., 2017; Chen and Zhang, 2019; Guo et al., 2019; De Iaco et al., 2020; Bosnakovski et al., 2021). Therefore, it is critical to examine the functional requirement of OBOX4 and DUX in genetic knockout models. Somatic cell nuclear transfer (SCNT) is a technique to create embryos by transferring nuclei of somatic cells into enucleated oocytes (Figure 4A), which recapitulates ZGA (Markoulaki et al., 2008). When the knockout mESCs were subjected to SCNT as nuclear donors, 54.4% of WT mESC-derived embryos developed to the blastocyst stage 4 days post nuclear transfer (dpt). *Obox4* and *Dux* single knockout donors led to reduced blastocyst formation rate at 38.5 and 39.7%, respectively, whereas double knockout resulted in an additive effect that led to a significantly lower blastocyst rate of 29.3% (Figure 4B). Notably, all blastocysts derived from double knockout mESCs were of low quality, judging from severe morphological abnormalities (Figure 4C).

**Figure 4.**
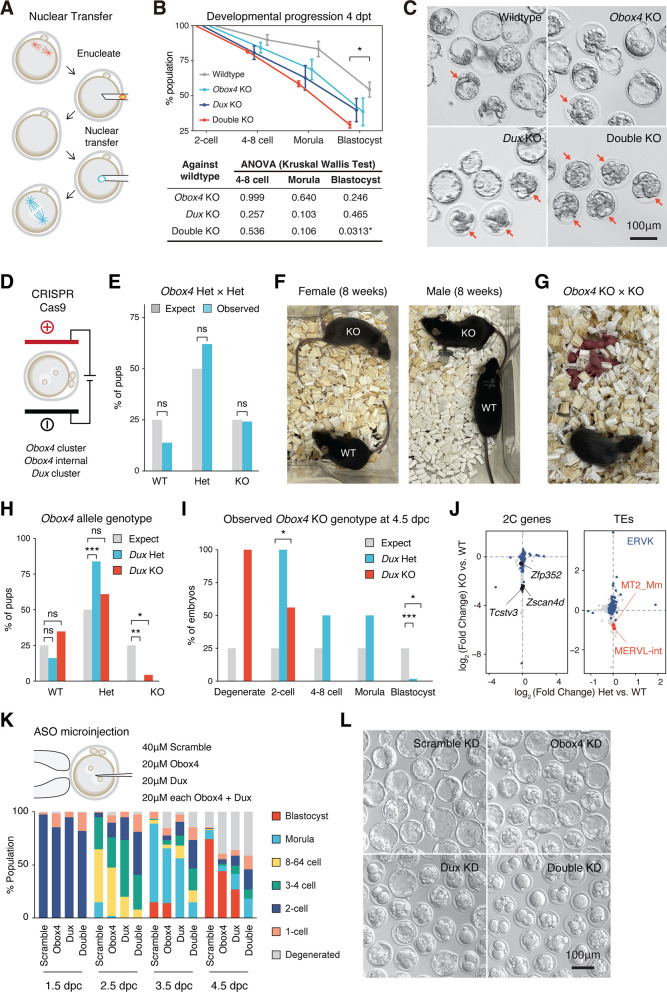
Concomitant loss of OBOX4 and DUX severely hinders zygotic genome activation (ZGA). (**A**) Schematic representation of the somatic cell nuclear transfer (SCNT) experiment. The nuclei of knockout mouse embryonic stem cells (mESCs) were transferred into enucleated oocytes to generate zygotes with knockout genotype. (**B**) Upper panel: percent SCNT embryos developed to different stages at 4 days post nuclear transfer (dpt). Lower panel: p-value of non-parametric ANOVA among different genotypes and stages compared to wildtype SCNT embryos. Three independent experiments were conducted, with 150–200 embryos per condition. (**C**) Representative picture of SCNT embryos at 4 dpt. Morphologically abnormal blastocysts are highlighted. Blastocysts generated by double knockout mESCs were severely defective. (**D**) Schematic representation of CRISPR-Cas9-mediated *Dux* and *Obox4* knockout mouse production. In vitro fertilized mouse zygotes were electroporated with pre-assembled CRISPR-Cas9 complex targeting *Dux* and *Obox4* loci. (**E**) Bar plot showing genotype percentage of the pups delivered by *Obox4*^Het^ intercrosses. Four litters delivered 29 pups, litter size 7.25 ± 1.26. ns p-value=0.9146, chi-square goodness-of-fit test. (**F**) Representative photos of *Obox4*^KO^ and WT adult mice analyzed in (**E**). (**G**) Photo of *Obox4*^KO^ intercross litter with live pups. (**H**) Bar plot showing genotype of *Obox4* allele in the pups delivered by crossing of *Dux*^KO^/*Obox4*^Het^ × *Dux*^KO^/*Obox4*^Het^ or *Dux*^KO^/*Obox4*^Het^ × *Dux*^Het^/*Obox4*^Het^. Nine litters delivered 54 pups, *Dux* heterozygous and knockout allele were present in 31 and 23 pups, respectively. **p-value=0.001306; *p-value=0.02218; chi-square goodness-of-fit test. (**I**) Bar plot showing observed percentages of different preimplantation stage embryos bearing *Obox4* KO allele with *Dux* heterozygous or knockout allele at 4.5 days post coitum (dpc). Among the total 94 embryos assessed, 2 degenerated, 10 two-cell arrest, 2 4–8-cell arrest, 4 morula arrest embryos were observed at 4.5 dpc, whereas 76 developed to blastocyst. ***p-value=3.564 × 10^–5^; for two-cell; * p-value=0.04348; for blastocyst *p-value=0.02549; chi-square goodness-of-fit test. (**J**) Scatterplot showing expression log_2_ fold changes of genes (left panel) and transposable elements (TEs) (right panel) in *Dux*^KO^/*Obox4*^KO^ and *Dux*^KO^/*Obox4*^Het^ versus *Dux*^KO^/*Obox4*^WT^ 2C embryos. 2C-genes and ERVK elements targeted by OBOX4 are highlighted in blue. MT2_Mm and MERVL-int are labeled. In total, 79 and 5 2C-genes were downregulated in *Dux*^KO^/*Obox4*^KO^ and *Dux*^KO^/*Obox4*^Het^ 2C embryos, respectively. (**K**) Upper panel: schematic representation of *Dux* and *Obox4* knockdown experiments in preimplantation embryos. Male pronuclei of zygotes were microinjected with antisense oligonucleotide (ASO) targeting *Dux* or *Obox4* transcripts. Lower panel: the percentages of embryonic stages observed at 1.5 dpc, 2.5 dpc, 3.5 dpc, and 4.5 dpc. (**L**) Representative picture of KD embryos at 4.5 dpc. No blastocyst was observed among double ASO knockdown embryos.

**Figure 4—figure supplement 1.**
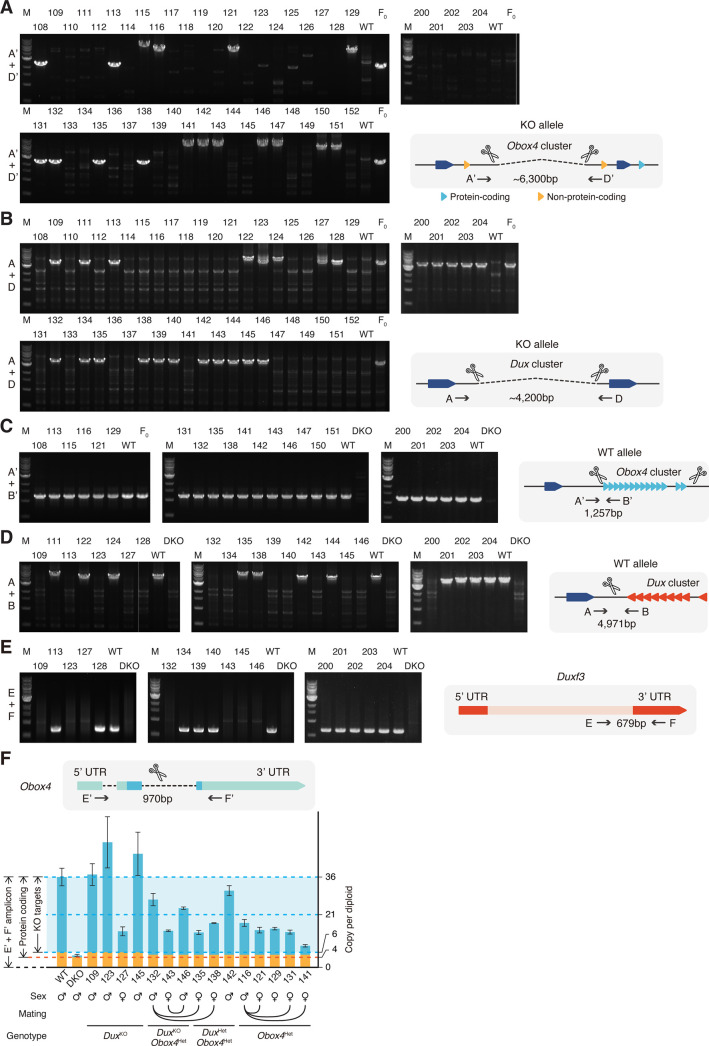
Genotyping of *Obox4* and *Dux* knockout alleles in the F_1_ mice. (**A**) Agarose gel image of PCR-based genotyping of the *Obox4* knockout allele in the F_1_ mice. (**B**) Agarose gel image of PCR-based genotyping of the *Dux* knockout allele in the F_1_ mice. (**C**) Agarose gel image of PCR-based genotyping of the *Obox4* cluster 5’ cutting site allele in the F_1_ mice. (**D**) Agarose gel image of PCR-based genotyping of the *Dux* cluster 5’ cutting site allele in the F_1_ mice. (**E**) Agarose gel image of PCR-based genotyping of the *Dux* internal sequence in the F_1_ mice. (**F**) Bar plot showing copy number of *Obox4* in the F_1_ mice analyzed in (**A–E**), as detected by qPCR using purified genomic DNA. Figure 4—figure supplement 1—source data 1.Original and uncropped gels of F_1_ mice 108–152 for Figure 4—figure supplement 1A–E. Figure 4—figure supplement 1—source data 2.Original and uncropped gels of F_1_ mice 200–204 for Figure 4—figure supplement 1A–E.

**Figure 4—figure supplement 2.**
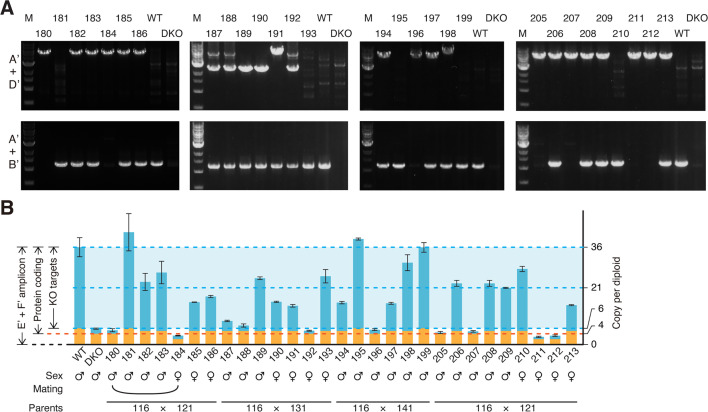
Genotyping of Obox4 knockout allele in the F_2_ mice. (**A**) Agarose gel image of PCR-based genotyping of the *Obox4* knockout and *Obox4* cluster 5’ cutting site wild-type allele in the F_2_ mice produced by intercrossing *Obox4*^Het^ F_1_ mice. (**B**) Bar plot showing copy number of *Obox4* in the F_2_ mice analyzed in (**A**), as detected by qPCR using purified genomic DNA. Figure 4—figure supplement 2—source data 1.Original and uncropped gels of Figure 4—figure supplement 2A.

**Figure 4—figure supplement 3.**
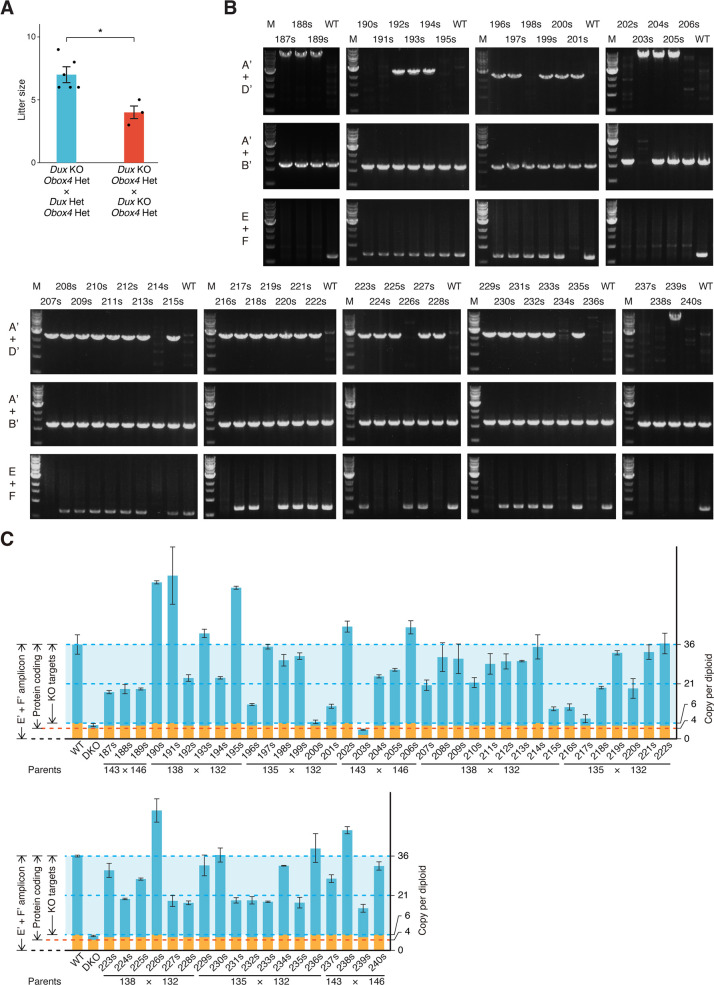
Genotyping of Obox4 and Dux knockout alleles in the F_2_ mice. (**A**) Bar and dot plot showing litter sizes of intercross used to produce *Dux*/*Obox4* double knockout mice. Each dot represents individual litter size. Six and three litters were analyzed for *Dux*^KO^/*Obox4*^Het^ × *Dux*^Het^/*Obox4*^Het^ and *Dux*^KO^/*Obox4*^Het^ × *Dux*^KO^/*Obox4*^Het^ mating, respectively. Crossing of *Dux*^KO^/*Obox4*^Het^ × *Dux*^KO^/*Obox4*^Het^ delivered reduced litter size than those of *Dux*^KO^/*Obox4*^Het^ × *Dux*^Het^/*Obox4*^Het^. *p-value=0.01104, two-tailed Student’s *t*-test. Error bars indicate standard deviations. (**B**) Agarose gel image of PCR-based genotyping of the *Obox4* knockout, *Obox4* cluster 5’ cutting site allele, and *Dux* internal sequence in the F_2_ mice produced by intercrossing *Dux*^KO^/*Obox4*^Het^ and/or *Dux*^Het^/*Obox4*^Het^ F_1_ mice. (**C**) Bar plot showing copy number of *Obox4* in the F_2_ mice analyzed in (**A**), as detected by qPCR using purified genomic DNA. Figure 4—figure supplement 3—source data 1.Original and uncropped gels of F_2_ mice 187s–201s for Figure 4—figure supplement 3B. Figure 4—figure supplement 3—source data 2.Original and uncropped gels of F_2_ mice 202s–206s for Figure 4—figure supplement 3B. Figure 4—figure supplement 3—source data 3.Original and uncropped gels of F_2_ mice 207s–215s for Figure 4—figure supplement 3B. Figure 4—figure supplement 3—source data 4.Original and uncropped gels of F_2_ mice 216s–240s for Figure 4—figure supplement 3B.

**Figure 4—figure supplement 4.**
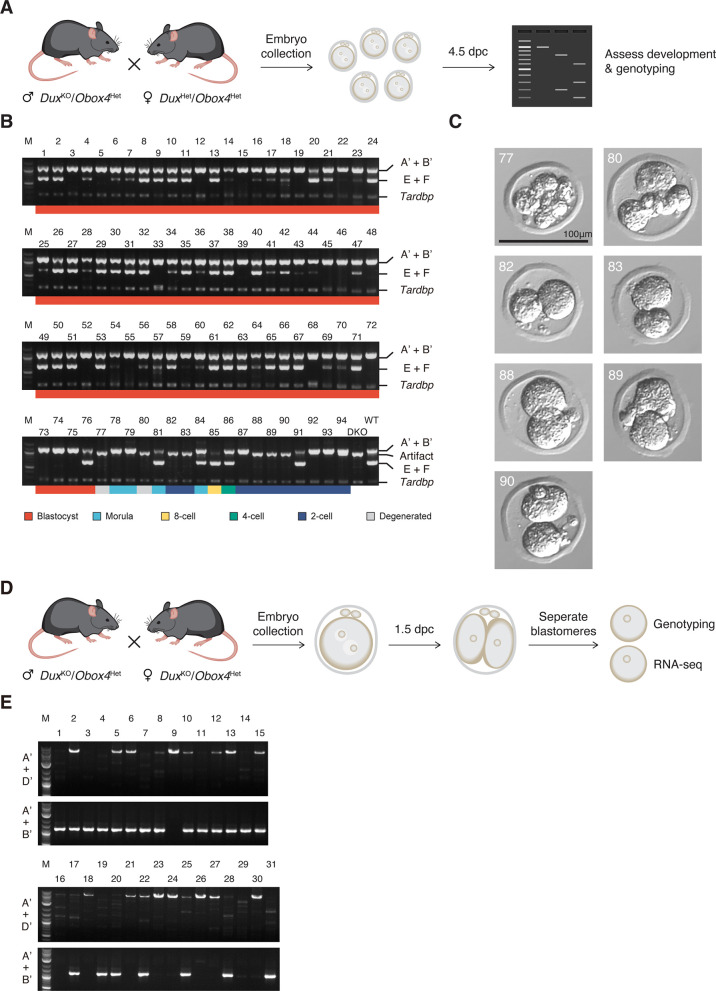
Genotyping of Obox4 and Dux knockout alleles in the embryos. (**A**) Schematic diagram of knockout embryo production for development monitoring. *Dux*^Het^/*Obox4*^Het^ female mice were mated with *Dux*^KO^/*Obox4*^Het^ male mice. Embryos were collected at 0.5 days post coitum (dpc) and cultured in vitro until 4.5 dpc, followed by developmental assessment and genotyping. (**B**) Agarose gel image of multiplex PCR-based genotyping of *Obox4* cluster 5’ cutting site allele, *Dux* internal sequence, and *Tardbp* internal sequence in the embryos produced by intercrossing *Dux*^KO^/*Obox4*^Het^ and *Dux*^Het^/*Obox4*^Het^ F_1_ mice. Note that multiplexing three sets of PCR primers produced artifact band in *Dux*^KO^/*Obox4*^KO^ embryos. (**C**) Representative pictures of *Dux*^KO^/*Obox4*^KO^ embryos. (**D**) Schematic diagram of knockout embryo production for RNA-seq. Embryos were collected at 0.5 dpc from *Dux*^KO^/*Obox4*^Het^ mating pairs and cultured in vitro until two-cell stage at 1.5 dpc, blastomeres of each embryo were separated and subject to genotyping and RNA-seq respectively. (**E**) Agarose gel image of genotyping of *Obox4* cluster 5’ cutting site allele in the embryos produced by intercrossing *Dux*^KO^/*Obox4*^He^ mice. Figure 4—figure supplement 4—source data 1.Original and uncropped gels for Figure 4—figure supplement 4B. Figure 4—figure supplement 4—source data 2.Original and uncropped gels for Figure 4—figure supplement 4E.

**Figure 4—figure supplement 5.**
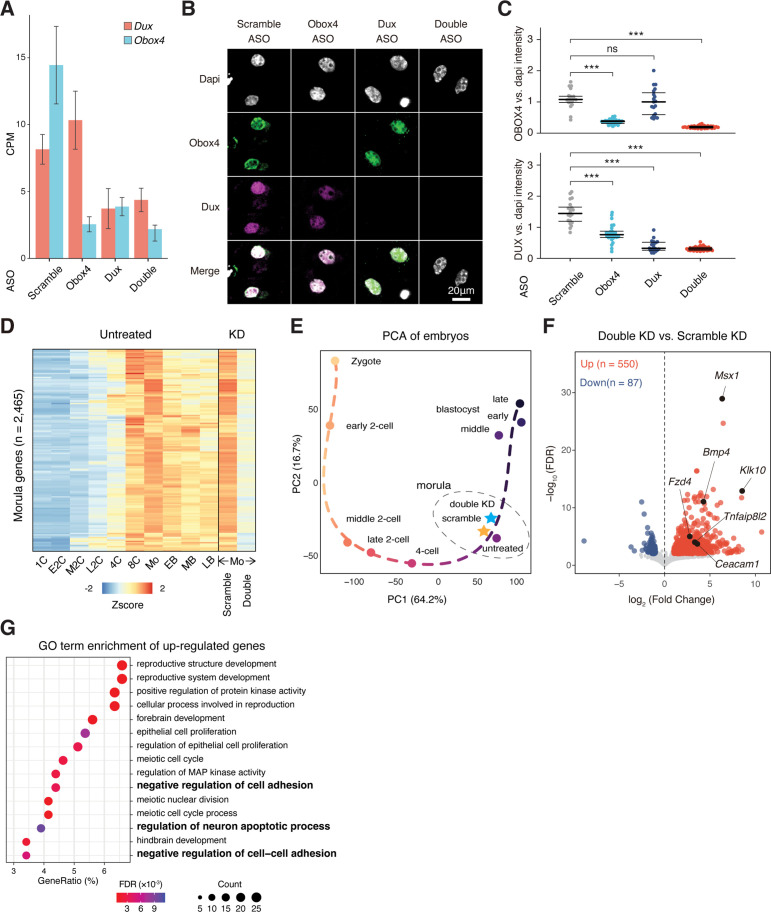
*Obox4*/*Dux* double knockdown embryos showed developmental defects. (**A**) Transcript levels of *Dux* and *Obox4* in antisense oligonucleotide (ASO)-injected embryos, as measured using RNA-seq. CPM, counts per million. (**B**) Representative images of immunofluorescence co-staining of OBOX4 and DUX in 2C embryos subjected to ASO-mediated knockdown. (**C**) Dot plots showing the per-nucleus intensity of OBOX4 and DUX normalized to DAPI. (**D**) Heatmaps of the expression of morula-genes in preimplantation embryos and knockdown morulae. Genes appeared in both scRNA-seq cluster 6 and bulk RNA-seq cluster 3 in Supplementary file 1a were designated as morula-genes. (**E**) Transcriptome-based PCA of knockdown morulae and preimplantation embryos. (**F**) Volcano plot of differentially expressed genes (DEGs) in double knockdown morulae compared with scramble knockdown. Selected apoptosis-associated genes are highlighted. (**G**) The enrichment of Gene Ontology (GO) terms of upregulated genes in double knockdown morulae.

As an alternative genetic knockout model, we generated mice bearing *Dux* and *Obox4* knockout alleles by direct CRISPR-Cas9 editing in embryos (Figure 4D, Figure 3—figure supplement 2A and B). Among 39 *Obox4* copies, there are 15 copies that maintain an intact open-reading frame (ORF) for full-length OBOX4 (Figure 3—figure supplement 2C). While 14 of the 15 intact ORFs form a tightly packed cluster (*Obox4* cluster), a solo ORF (*Obox4-ps33*) remains distant from the *Obox4* cluster and is interspersed with *Obox1*/*2*/*3*, a collection of *Obox* family members that are critical for ZGA (Ji et al., 2023). To minimize collateral genetic toxicity and interference to the experimental result caused by the removal of other *Obox* members, only the *Obox4* cluster was knocked out and the solo ORF was retained (Figure 3—figure supplement 2D, Figure 4—figure supplement 1). The observed *Obox4*^KO^ frequency (7/29) in the progenies of *Obox4*^Het^ × *Obox4*^Het^ crossing is consistent with the expected 25% Mendelian ratio (Figure 4E, Figure 4—figure supplement 2; Supplementary file 5). That *Obox4*^KO^ mice developed to adulthood without discernable abnormalities and are fertile when intercrossed suggest that development is compatible with loss of *Obox4* (Figure 4F and G). We next attempted to produce *Dux*/*Obox4* double knockout (*Dux*^KO^/*Obox4*^KO^) mice to examine whether concomitant loss of *Dux* and *Obox4* compromises embryogenesis. We genotyped 54 pups from three litters of *Dux*^KO^/*Obox4*^Het^ × *Dux*^KO^/*Obox4*^Het^ and six litters of *Dux*^KO^/*Obox4*^Het^ × *Dux*^Het^/*Obox4*^Het^ mating pairs (Figure 4—figure supplement 3; Supplementary file 5). One *Obox4*^KO^/*Dux*^KO^ pup was present, and the frequency of *Obox4*^KO^/*Dux*^KO^ and *Obox4*^KO^/*Dux*^Het^ were significantly lower than the expected 25% Mendelian ratio (Figure 4H). Development monitoring and genotyping of embryos produced by *Dux*^KO^/*Obox4*^Het^ × *Dux*^Het^/*Obox4*^Het^ mating pairs at 4.5 days post coitum (dpc) revealed that *Dux*^KO^/*Obox4*^KO^ was under-represented in blastocysts while over-represented in two-cell arrest and degenerated embryos (Figure 4I, Figure 4—figure supplement 4A–C; Supplementary file 6). Despite repeated attempts, various crossing strategies failed to produce *Obox4*^KO^/*Dux*^KO^ mating pairs that could be used to produce large number of *Obox4*^KO^/*Dux*^KO^ embryos required for transcriptome analysis. 

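Among *Dux* KO blastomeres, those labelled *Obox4* KO had less RNA from major satellite repeats and from the LTR ORR1A0 than those labelled *Obox4* WT. GSAT_MM, the pericentromeric satellite transcribed at the 2-cell stage, fell from 5718 ± 1400 to 645 ± 49.9 CPM of the repeat table (SD, n = 2), a log2 fold change of −3.15 (standard error 0.285, adjusted p = 1.64e-06, edgeR quasi-likelihood). ORR1A0 fell by 1.42 (adjusted p = 0.00568) and MMETn-int rose by 1.67 (adjusted p = 0.00661, both from edgeR). MERVL-int went from 195900 ± 12960 to 82820 ± 4753 CPM and was not called (log2 fold change −1.24, standard error 0.418, adjusted p = 0.297, edgeR). MT2_Mm went from 17200 ± 1525 to 8146 ± 150 CPM and was not called (log2 fold change −1.08, adjusted p = 0.156, edgeR). RLTR13B2, RLTR9E and RLTR9D were not called, with log2 fold changes of −1.07, 0.74 and −0.76. In *Dux* KO/*Obox4* Het blastomeres edgeR called no repeat (49 at an unadjusted p under 0.05, 1 by DESeq2, 2 without the filter), and MERVL-int had a log2 fold change of 0.51. Scaling the repeats by the gene table moved the median of all repeats by 0.22 in *Obox4* KO and by −0.40 in *Obox4* Het blastomeres. Called repeats numbered 3, and leaving out 1 library gave 16 (without *Obox4* KO replicate 1), 7 (*Obox4* KO replicate 2), 5 (*Obox4* WT replicate 1) or 8 (*Obox4* WT replicate 2).
These are RNA-seq libraries of single blastomeres, 2 each of *Dux* KO embryos that were *Obox4* WT, *Obox4* Het or *Obox4* KO. Reads assigned to genes numbered 35351501 and 38506435 (*Obox4* WT), 30184042 and 40004674 (*Obox4* Het), and 26447809 and 38653288 (*Obox4* KO). The authors counted these libraries with featureCounts (v2.0.6) against GENCODE vM25, splitting multi-mapped reads into fractions. These counts were rounded to whole numbers and fitted here with edgeR over the 3 genotypes, 19182 genes and 999 repeats passing the filter. Obox4 copies other than Obox4-ps35 summed to 2.3 and 0.99 CPM in *Obox4* WT, 3.1 and 0 in *Obox4* Het, and 8.9 and 0 in *Obox4* KO libraries. The 15 copies that carry the site of the guide RNA *Obox4*_KO_8 summed to 0.164 and 0, 1.54 and 0.119, and 2.02 and 0 CPM. *Obox4* WT libraries hold almost no such RNA and multi-mapped reads are shared with other copies, so RNA levels cannot check the genotype labels. Log CPM correlated between the 2 libraries of a genotype with Pearson's r of 0.798 (*Obox4* WT), 0.785 (*Obox4* Het) and 0.729 (*Obox4* KO), across genes, which are not independent replicates.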

As an alternative, we performed single blastomere genotyping and RNA-seq of 2C embryos produced by *Dux*^KO^/*Obox4*^Het^ crossings (Figure 4—figure supplement 4D and E), which showed dysregulation of 2C-genes and TEs targeted by OBOX4 (Figure 4J; Supplementary file 7). 

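In *Dux* KO blastomeres labelled *Obox4* KO, edgeR called no single gene, whereas DESeq2 did call genes, as given below. The 2C list as a set was lower by camera at its preset correlation, which did not hold at an estimated one (adjusted p = 0.107). *Gm16381* (ENSMUSG00000113489, chromosome 12 of GRCm38, 87644118 to 87644620) had 19.3 ± 1.21 CPM in *Obox4* WT and 0.165 ± 0.0027 CPM in *Obox4* KO blastomeres (SD, n = 2). Its log2 fold change was −6.84 (standard error 1.209, adjusted p = 0.179, edgeR quasi-likelihood). *Zscan4d* had 27.2 ± 7.36 and 2.68 ± 3.16 CPM (log2 fold change −3.33, adjusted p = 0.472, edgeR). *Tcstv3*, of a gene family active in 2C-embryos, had 24.6 ± 0.425 and 2.26 ± 2.45 CPM, and the related *AF067061* 24.1 ± 3.11 and 0.809 ± 0.123 CPM. Of the 68 genes of the 2C list tested, 56 had a negative change and the median was −0.82 (camera adjusted p = 4.05e-08). By edgeR, 0 of the 68 were called (0 when adjusted over the list alone), with 0 higher and 15 lower at an unadjusted p under 0.05, and DESeq2 called 4. In *Obox4* Het blastomeres 0 were called by edgeR (0 when adjusted over the list alone), with 2 higher and 1 lower at an unadjusted p under 0.05 and 0 by DESeq2. Their median was −0.11. *Zscan4d* had a log2 fold change of 0.01 (standard error 0.947), *Zscan4c* −1.96, *Zscan4f* −1.26, *Tcstv3* −1.37 and *Pramef25* −2.52, none of them called, so a difference in these genes is neither shown nor excluded.
Ribosome biogenesis genes had a negative change in 25 of 30 cases, with a median log2 fold change of −0.83 (camera adjusted p = 2.53e-07; adjusted p = 0.46 with an estimated correlation). *Mybbp1a*, which acts on ribosomal RNA transcription, went from 66.7 ± 4.64 to 12.6 ± 1.72 CPM and was not called (log2 fold change −2.40, adjusted p = 0.216, edgeR). *Nop16* and *Nop2*, of the nucleolus, had log2 fold changes of −2.53 and −1.73. Maternal transcripts, which are cleared as the genome is activated, had a positive change in 27 of 38 genes, among them *Tcl1* (log2 fold change 1.24, not called; camera over the list, adjusted p = 0.012; adjusted p = 0.285 with an estimated correlation). Over all genes, edgeR called 0 in *Obox4* KO blastomeres, with 1388 at an unadjusted p under 0.05, and DESeq2 called 66 higher and 178 lower. Leaving out *Obox4* KO replicate 1 gave 320 called genes, *Obox4* KO replicate 2 gave 281, *Obox4* WT replicate 1 gave 30 and *Obox4* WT replicate 2 gave 28. In counts simulated at this depth and spread, the edgeR test found 6.1% of genes set to change 4-fold. The paper concludes from the transcriptome and the impaired development that ZGA was defective.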

The impaired development and transcriptome of *Dux*^KO^/*Obox4*^KO^ embryos at the two-cell stage showed that ZGA was defective in these embryos.

As large numbers of *Obox4*^KO^/*Dux*^KO^ embryos are inaccessible due to technical limitations, we adopted an alternative approach to capture high-quality transcriptomes upon *Dux*/*Obox4* depletion. Microinjection of antisense oligonucleotide (ASO) into male pronuclei of zygotes was performed to knockdown *Obox4* and *Dux* (Figure 4K, Figure 4—figure supplement 5A–C). 

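*Obox4* RNA was lower in every library that received its antisense oligonucleotide (ASO), and also with the *Dux* ASO alone. Obox4 copies other than Obox4-ps35 summed to 12.2 and 17.6 CPM in the 2 scramble libraries. The sum was 3.9 and 3.0 CPM with the *Obox4* ASO, 5.0 and 3.0 CPM with the *Dux* ASO, and 2.1 and 2.6 CPM in *Obox4*/*Dux* double knockdown (DKD) 2C-embryos. In embryos given both ASOs and *Obox4* mRNA, which is codon-optimized, it was 3.4 and 2.8 CPM. With multi-mapped reads counted, the 15 copies with the guide RNA site summed to 9.65 and 7.34 CPM in these embryos. They summed to 0.357 and 0.599 CPM in DKD and to 11.3 and 15.2 CPM in scramble embryos. From uniquely mapped reads the same copies had 0.926 and 0.736 CPM with the mRNA and 0.203 and 0.357 CPM in DKD. Whether these reads stem from the injected mRNA was not tested. Of the copies, *Obox4-ps31* fell with the *Obox4* ASO by 4.56 in log2 units (standard error 0.72, adjusted p = 0.00146, edgeR quasi-likelihood). *Obox4-ps35*, which lacks the ASO target, was not lowered (57.3 CPM with scramble and 72.2 CPM with the *Obox4* ASO). *Duxf3* went from 7.09 ± 0.848 CPM to 2.80 ± 1.22 CPM with the *Dux* ASO (SD, n = 2; log2 fold change −1.30, standard error 0.278, adjusted p = 0.00325, edgeR). In DKD embryos Duxf3 fell by 1.04 (adjusted p = 0.00556, edgeR), and with the *Obox4* ASO alone it did not change (log2 fold change −0.03).
The *Obox4* ASO also lowered *Rlim* (ENSMUSG00000056537, chromosome X of GRCm38, 103957163 to 103981284), which encodes a ubiquitin ligase of X chromosome inactivation. *Rlim* fell from 884 ± 20.3 to 114 ± 5.54 CPM, a log2 fold change of −2.95 (standard error 0.109, adjusted p = 3.8e-11, edgeR). An exon of Rlim carries 13 bases of the ASO target, CACGTCCACTGCA, at 103962577 to 103962589.
Each group held 2 RNA-seq libraries of 30 middle-2C embryos collected 20 h after injection. Total ASO was 40 µM for scramble, DKD and DKD with mRNA, and 20 µM for the single knockdowns, so contrasts of single knockdowns with the other groups also differ in dose. Reads assigned to genes numbered 26148176 and 35999687 (scramble), 30575320 and 30682901 (*Obox4* ASO), 26276587 and 38062015 (*Dux* ASO), 28373937 and 44614416 (DKD), and 53821827 and 69461986 (DKD with *Obox4* mRNA). The authors' libraries were made with a SMART-Seq stranded kit and counted without multi-mapped reads. The 5 groups were fitted together here with edgeR, 23085 genes and 1057 repeats passing the filter. The Figure 5 legend gives n = 3 per group, and 2 libraries per group were analysed here.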

Monitoring development until 4.5 dpc showed that *Obox4* single knockdown resulted in moderate developmental defects, with almost 50% of embryos reaching the blastocyst stage. Similarly, blastocyst formation was preserved in nearly 25% of *Dux* single knockdown embryos, which is consistent with previously reported *Dux* knockdown/knockout experiments (De Iaco et al., 2017; Chen and Zhang, 2019; Guo et al., 2019; De Iaco et al., 2020; Bosnakovski et al., 2021). The *Obox4*/*Dux* double knockdown (DKD) markedly compromised blastocyst formation, resulting in more than 80% of embryos degenerated or arrested before the 4C stage, and less than 20% manifested morula-like morphology (Figure 4K and L). The DKD embryos with morula-like morphology manifest a dysregulated transcriptome characterized by a failure of expressing morula specific genes and activation of apoptosis related pathways, suggesting that the development was dysfunctional instead of delayed (Figure 4—figure supplement 5D–G).

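In DKD morulae edgeR called no single gene, whereas DESeq2 did call genes, as given below. By camera at its preset correlation the 2C list was higher and the pluripotency list lower as sets, which did not hold at an estimated one (adjusted p = 0.593 for each). *Msx1* (ENSMUSG00000048450, chromosome 5 of GRCm38, 37820485 to 37824583), a homeobox gene, had 0.121 ± 0.0412 CPM in scramble and 10.5 ± 0.328 CPM in DKD morulae (SD, n = 2). Its log2 fold change was 6.41 (standard error 0.471, adjusted p = 0.227, edgeR quasi-likelihood). *Bmp4*, a signalling ligand, had 0.263 ± 0.113 and 6.05 ± 1.34 CPM. *Nanog*, a regulator of the epiblast, had 244 ± 57.9 and 92.4 ± 63.8 CPM (log2 fold change −1.40, adjusted p = 0.261, edgeR). *Gata3*, of the trophectoderm, had a log2 fold change of −1.15, and *Pdgfra*, of the primitive endoderm, −1.22. Of 25 pluripotency genes, 21 had a negative change (median −0.46; camera adjusted p = 0.00167). Of 25 trophectoderm genes, 15 had a negative change. In the p53 and apoptosis list, 16 of 29 genes had a positive change, with a median of 0.05 and no shift of the set by camera. The apoptosis genes *Bbc3* and *Bid* had log2 fold changes of 1.01 and 0.86 and were not called.
Genes of the 2C list had a positive change in 49 of 62 cases, with a median log2 fold change of 1.54 (camera adjusted p = 0.00167). Against the mean of scramble, the median difference was 0.05 in DKD replicate 1, with 32 of 62 genes above 0, and 2.15 in replicate 2. *Zscan4d* had 0.142 and 31.7 CPM in DKD replicates 1 and 2, against 0.193 and 0.488 CPM in scramble. *Zfp352* likewise had 2.56 and 104.7 CPM, so replicate 2 carries the values of these genes. MERVL-int had 30250 ± 7251 CPM of the repeat table in scramble and 187400 ± 44380 CPM in DKD morulae (log2 fold change 2.63, standard error 0.392, adjusted p = 0.146, edgeR). Germ line genes had a positive change in 20 of 23 cases (5 called when adjusted over the list alone; camera adjusted p = 4.19e-11; adjusted p = 0.593 with an estimated correlation), with *Ddx4* at a log2 fold change of 2.54.
These are 2 libraries per group, with 71707441 and 104864947 reads assigned to genes in scramble and 53573946 and 69867403 in DKD morulae, processed as the 2C-embryos, of which 22142 genes and 1052 repeats were tested. By edgeR 0 genes were called, 2552 were higher and 1389 lower at an unadjusted p under 0.05, and DESeq2 called 640 higher and 150 lower. Of the 2C list 0 were called (0 when adjusted over the list alone), with 22 higher and 2 lower at an unadjusted p under 0.05, and DESeq2 called 10. Repeats gave 0 calls by edgeR, 155 at an unadjusted p under 0.05 and 21 by DESeq2. Leaving out DKD replicate 1 or 2 gave 5790 or 907 called genes, and leaving out scramble replicate 1 or 2 gave 71 or 54. From the morula genes not expressed and the apoptosis pathways active, the paper proposes that development was dysfunctional and not delayed.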

The consistency among constitutive knockout in SCNT embryos, living mice, and ASO-mediated transient depletion demonstrated that the expression of *Obox4* and *Dux* is collectively important for preimplantation development, and that *Obox4* is capable of promoting ZGA in a *Dux*-independent manner. Collectively, these data show that *Obox4* promotes mouse preimplantation development in the absence of *Dux*.

### OBOX4 promotes 2C-gene expression upon depletion of DUX

As *Obox4* has been shown to activate 2C-genes and TEs in mESCs, and embryonic depletion of OBOX4 impairs 2C-genes and TEs activation, we asked whether the impairment can be ameliorated by restoration of OBOX4. First, we determined whether the presence of OBOX4 can rescue the developmental arrest of *Obox4*/*Dux* DKD embryos. Codon-optimized *Obox4* mRNA without the ASO target motif was produced using in vitro transcription. The rescue experiment was performed by means of co-microinjection of *Obox4* mRNA with *Obox4*/*Dux* DKD ASOs (Figure 5A). Restoration of OBOX4 in *Obox4* mRNA-microinjected embryos was confirmed using immunofluorescence staining at the 2C stage (Figure 5B). As expected, development monitoring showed that *Obox4*/*Dux* DKD embryos failed blastocyst formation at 4.5 dpc, whereas among *Obox4* mRNA-rescued embryos, blastocyst formation was retained at a similar level to that observed in the *Dux* single knockdown experiment (Figures 4K, L, 5C, D). 

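Both the *Dux* ASO and the DKD lowered the *Zscan4* genes and MERVL-int in 2C-embryos, and the *Obox4* ASO alone lowered few 2C-genes. *Zscan4c* (ENSMUSG00000054272, chromosome 7 of GRCm38, 11005745 to 11010547) had 144 ± 10.8 CPM with scramble ASO, 91.0 ± 1.09 CPM with the *Obox4* ASO, 16.7 ± 2.72 CPM with the *Dux* ASO and 9.94 ± 0.15 CPM in DKD embryos (SD, n = 2). The log2 fold changes were −0.66 (not called, adjusted p = 0.0594), −3.12 (adjusted p = 7.67e-08) and −3.85 (adjusted p = 2.22e-09, all from edgeR's quasi-likelihood test). *Rfpl4*, an oocyte and 2C gene, fell by 1.82 in DKD embryos (standard error 0.062, adjusted p = 4.18e-12, edgeR). The oocyte transcription factor *Nobox* fell by 3.03 with the *Dux* ASO and by 4.04 in DKD embryos.
Of 68 genes of the 2C list, the *Obox4* ASO lowered 2 and raised 0 (2 and 0 when adjusted over the list alone), with 52 negative changes (camera adjusted p = 1.9e-08; adjusted p = 0.552 with an estimated correlation). None of the 68 was called with scramble replicate 1, scramble replicate 2 or *Obox4* ASO replicate 2 left out, and 1 was without *Obox4* ASO replicate 1. The *Dux* ASO lowered 26 and raised 0 (26 and 0 when adjusted over the list alone; camera adjusted p = 3.92e-58; adjusted p = 0.062 with an estimated correlation). DKD lowered 36, raised 1 and left 31 not called (37 and 1 when adjusted over the list alone), with a median log2 fold change of −1.27 (camera adjusted p = 5.31e-48; adjusted p = 0.0613 with an estimated correlation). Tested directly, DKD embryos had 7 genes of the list lower than *Dux* ASO embryos and 33 lower than *Obox4* ASO embryos, contrasts that set 40 µM of ASO against 20 µM. *Tcstv3* (log2 fold change −1.17) and *Tdpoz3* (−1.17) are among the 7. Other *Obox* genes fell too, *Obox5* by 1.94 and *Obox1* by 1.89 in DKD embryos, and 4 of 7 were lower, 0 higher and 3 not called (4 lower when adjusted over the list alone; camera adjusted p = 4.75e-11; adjusted p = 0.0136 with an estimated correlation). Among trophectoderm genes, *Tead4* rose by 2.37 and *Krt7* by 3.04, and 6 of the list were higher and 0 lower in DKD embryos.
Over all genes, 53 were higher and 42 lower with the *Obox4* ASO, 750 and 243 with the *Dux* ASO, and 1944 and 729 in DKD embryos. Without scramble replicate 2 the *Obox4* total of 95 was 43, and without scramble replicate 1 it was 54. The *Dux* total of 993 was 483 without *Dux* ASO replicate 1, 575 without scramble replicate 1 and 595 without scramble replicate 2. The DKD total of 2673 was 1624 without DKD replicate 1. DESeq2 moved the *Obox4* ASO split to 81 higher and 42 lower.
MERVL-int went from 320500 ± 32620 CPM of the repeat table to 144700 ± 17600 CPM in DKD embryos (log2 fold change −1.15, standard error 0.183, adjusted p = 9.75e-04, edgeR) and fell by 1.04 with the *Dux* ASO. With the *Obox4* ASO it was not called (log2 fold change −0.52). Its LTR, MT2_Mm, was called in none of the 3, with log2 fold changes of −0.29 (*Obox4* ASO), −0.82 (*Dux* ASO, adjusted p = 0.0123) and −0.96 (DKD, adjusted p = 0.00212, edgeR, under 2-fold). RLTR13B2 rose by 1.08 in DKD embryos (adjusted p = 0.00117, edgeR). Repeats called higher and lower numbered 0 and 0 with the *Obox4* ASO (152 at an unadjusted p under 0.05, 1 by DESeq2), 0 and 3 with the *Dux* ASO, and 10 and 11 in DKD embryos, or 9 and 15 when scaled by the gene table. With the *Dux* ASO the 3 became 0 without either *Dux* ASO library and 1 or 2 without scramble replicate 1 or 2, and MERVL-int stayed called only in the last case. The 21 in DKD embryos became 13 or 11 without DKD replicate 1 or 2 and 11 or 15 without scramble replicate 1 or 2, and MERVL-int was not called without DKD replicate 1. The paper concludes from the numbers of changed genes that the double knockdown is more severe and that OBOX4 rescues it.

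**Figure D2:**
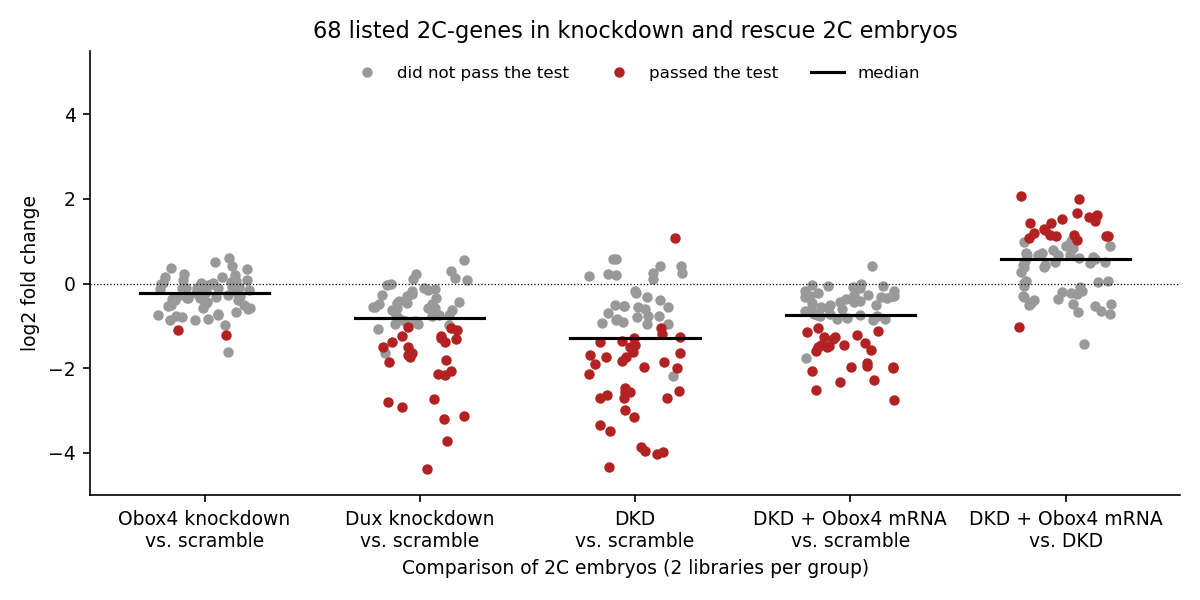
Log2 fold change (vertical axis) of the 68 tested genes of the 2C list in 5 comparisons of 2C-embryos, 2 libraries per group. Red points passed the test, grey points did not, and black bars are medians. The median is −1.27 in DKD against scramble and 0.59 in DKD with *Obox4* mRNA against DKD.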

RNA-seq of 2C-embryos revealed exacerbated dysregulation of 2C-genes and TEs by *Obox4*/*Dux* DKD compared to single knockdowns, and the dysregulated transcriptome of DKD was rescued by resupplying OBOX4, revealed by the number of up- and downregulated genes (Figure 5E and F). Differential expression analysis revealed that 58% (102/175) of the downregulated 2C-genes in DKD embryos were rescued, including 2C stage markers and important ZGA factors (Figure 5G and H). These results showed that OBOX4 redundantly activates 2C genes to promote ZGA under DUX depletion.

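Embryos given *Obox4* mRNA with both ASOs regained much of what the DKD had lost. *Zscan4d* had 26.7 ± 2.63 CPM in DKD embryos and 72.3 ± 17.9 CPM with *Obox4* mRNA, against 174 ± 3.04 CPM with scramble ASO (SD, n = 2). Its log2 fold change against DKD was 1.44 (standard error 0.144, adjusted p = 2.02e-06, edgeR quasi-likelihood). *Rfpl4* rose by 1.52 (standard error 0.061, adjusted p = 8.1e-11, edgeR), *Zscan4c* by 1.57 and *Tcstv3* by 1.12. *Duxf3* rose to 6.97 ± 1.69 CPM (adjusted p = 0.00684, edgeR), near its level with scramble ASO given above. The 15 Obox4 copies with the guide RNA site had 9.65 and 7.34 CPM with multi-mapped reads. By uniquely mapped reads they had 0.926 and 0.736 CPM, against 6.16 and 8.34 CPM with scramble ASO. A weaker knockdown in these embryos was thus not separated from an effect of the mRNA. Some maternal and *Obox* genes came back as well. *Kbtbd8* rose from 216 ± 1.34 to 753 ± 159 CPM, *Obox1* by 1.51 and *Obox5* by 1.34 in log2 units. Of 7 other *Obox* genes, 4 were higher, 1 was lower and 2 were not called (4 and 1 when adjusted over the list alone; camera adjusted p = 5.71e-06; adjusted p = 0.0361 with an estimated correlation).
Of the 68 genes of the 2C list, 20 were higher with *Obox4* mRNA than in DKD embryos, 1 was lower and 47 were not called (20 and 2 when adjusted over the list alone; camera adjusted p = 1.67e-12; adjusted p = 0.349 with an estimated correlation). The total was 11 without replicate 2 of the mRNA group. Of the 36 genes of the list that fell in DKD embryos, 14 (38.9%) were no longer lower than scramble, 20 (55.6%) were called higher than DKD, and 36 (100%) lay nearer to scramble. Since both comparisons use the same DKD libraries, noise alone brings genes back: in 40 simulated sets without a rescue, medians of 2.7% were no longer lower and 51.4% lay nearer, and 0 genes were called back in any set. Against scramble, 25 of the 68 were still lower and 0 higher (25 and 0 when adjusted over the list alone; camera adjusted p = 7.19e-60; adjusted p = 0.0488 with an estimated correlation).
Of all 729 genes lower in DKD embryos, 524 (71.9%) were no longer called and 203 (27.8%) were called back. In the simulated sets a median of 22.2% and at most 24% were no longer called, and 0 were called back. Of maternal transcripts, 7 of 38 were higher with *Obox4* mRNA and 0 lower, among them *Nlrp9b* (log2 fold change 1.61) and *Bcl2l10* (1.19; camera over the list, adjusted p = 9.71e-27; adjusted p = 0.0166 with an estimated correlation). Of genes raised in DKD embryos, *Tead4* fell by 1.47 with the mRNA. Not all loss was reversed: *Snrpf*, lower in DKD embryos by 1.35, fell further with the mRNA, from 18.7 ± 0.11 to 0.521 ± 0.251 CPM. *Rlim* rose by 1.61 (adjusted p = 3.57e-08, edgeR). In total 253 genes were higher and 755 lower than in DKD embryos, and a fit without DKD replicate 1 called fewer. MERVL-int had a log2 fold change of 0.87 and was not called (adjusted p = 0.00981, edgeR, under 2-fold). From the 2C-genes restored, the paper states that 2C markers and ZGA factors were rescued.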

**Figure 5.**
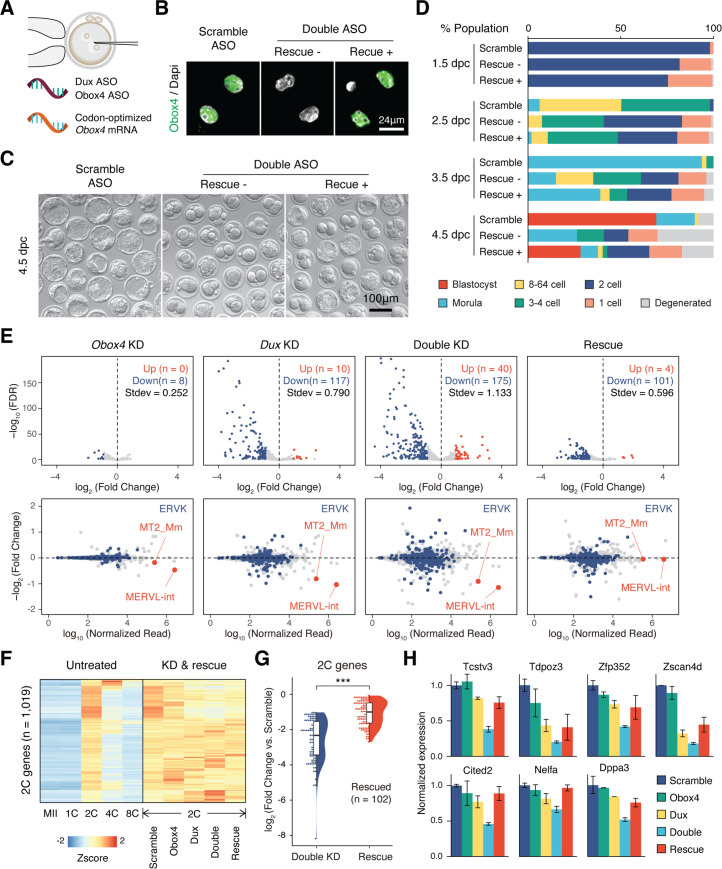
OBOX4 promotes zygotic genome activation (ZGA) in the absence of DUX. (**A**) Schematic of the double knockdown rescue experiment. Male pronuclei of zygotes were injected with antisense oligonucleotide (ASO) targeting *Obox4* and *Dux* transcripts as well as in vitro-transcribed codon-optimized *Obox4* mRNA. (**B**) Immunofluorescence staining of OBOX4 in early two-cell embryos microinjected with scrambled ASO, double ASO (*Obox4* and *Dux*), or double ASO with codon-optimized *Obox4* mRNA. (**C**) Representative picture of knockdown and rescue embryos at 4.5 days post coitum (dpc). Codon-optimized *Obox4* mRNA injection rescued blastocyst formation in ASO knockdown embryos. (**D**) The percentages of embryonic stages observed at 1.5 dpc, 2.5 dpc, 3.5 dpc, and 4.5 dpc. The plot represents the sum of three independent experiments, with 80–100 embryos per condition. (**E**) Upper panel: volcano plot showing the results of differentially expressed gene (DEG) analysis of 2C-genes in knockdown and rescue embryos compared to that in scramble ASO-injected embryos. Standard deviations of log_2_(fold-change) were used to represent the degree of transcriptome dysregulation. Stdev, standard deviation. Lower panel: MA plot of differential expression of transposable elements (TEs) in knockdown and recue embryos compared to that in scramble ASO-injected embryos. MERVK elements and MERVL are highlighted. n = 3 biological replicates. (**F**) Heatmaps of the expression of 2C-genes in preimplantation embryos, knockdown 2C-embryos, and rescue 2C-embryos. (**G**) Rain plot displaying the expression change distribution of rescued 2C-genes in double knockdown and recue 2C-embryos. (**H**) Bar plots showing the expression of representative 2C-genes in knockdown and recue embryos; n = 3 biological replicates.

### *Obox4*/*Dux* redundancy is distinct among the *Obox* family

Recently, Ji et al., 2023 demonstrated that OBOX family proteins are important regulators of ZGA in a DUX-independent manner . Interestingly, they showed that maternal (*Obox1*/*2*/*5*/*7*) and zygotic (*Obox3*/*4*) *Obox* members seem to be redundant as loss of either is compatible with embryogenesis. This prompted us to ask whether *Obox4* targets are distinctive from that of other *Obox* family members. Comparative analysis revealed distinctive patterns of *Dux*/*Obox3*/*Obox4*/*Obox5*-induced transcriptomes in mESCs (Figure 6A). While 2C-genes induced by *Obox3* and *Obox5* overlap substantially, the majority of them were not induced by *Obox4* (Figure 6B). The expression changes of *Obox3*/*Obox5* induced 2C-genes are highly correlated, characterized by coefficient of determination R^2^ (Figure 6C), whereas the *Obox4*-induced transcriptome poorly correlated with those of *Obox3* and *Obox5* (Figure 6D and E; Supplementary file 8). Except for MERVL, TEs induced by *Obox3* and *Obox5* were not induced by *Obox4* (Figure 6D and E; Supplementary file 8). Similarly, transcriptomes are poorly correlated between *Dux*/*Obox4* DKD and *Obox* maternal/zygotic knockout (mzKO) 2C embryos, with downregulation of distinct groups of 2C-genes (Figure 6F and G). 

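The few genes changed by the *Obox4* ASO were mostly changed in DKD embryos too. *Isyna1*, an enzyme of inositol synthesis (ENSMUSG00000019139, chromosome 8 of GRCm38, 70594373 to 70597290), fell with the *Obox4* ASO from 13.5 ± 3.38 to 2.68 ± 0.412 CPM (SD, n = 2), a log2 fold change of −2.34 (standard error 0.201, adjusted p = 5.71e-06, edgeR quasi-likelihood). *Zfp292* rose by 1.45 (adjusted p = 1.53e-05, edgeR) and the stress-response gene *Gadd45g* by 1.66 (adjusted p = 0.00319, edgeR). *Plscr1* fell by 2.49 and *Myh6* by 2.38. Of 53 genes higher with the *Obox4* ASO, 40 were higher in DKD embryos, and of 42 lower genes, 27 were lower in both. With the *Dux* ASO, 38 of the 53 were higher and 16 of the 42 lower, so the overlap is not confined to DKD embryos. Independent lists of these lengths would share 4.46 higher and 1.33 lower genes. Both comparisons share the scramble libraries, and overlaps without that sharing are given below.
Across all 23085 tested genes, the log2 fold changes of *Obox4* ASO and DKD 2C-embryos had a Pearson's r of 0.44 (R² 0.194), and across the 2C list 0.634. For the *Dux* ASO and DKD, r was 0.833 over all genes and 0.925 over the 2C list, and for the *Obox4* ASO and *Dux* ASO 0.479 and 0.645. These are correlations across genes, which are not independent replicates, and all of these comparisons share 2 scramble libraries. In 100 simulated sets where these were the only link and no gene changed, r over all genes had a median of 0.531 (0.505 to 0.564). The covariance had a median of 0.151, against 0.3 observed. Over the 2C list the simulated r had a median of 0.515 and ran from 0.073 to 0.733, a range that holds the observed 0.634. The covariance there was 0.34, against a simulated median of 0.017 (0.002 to 0.043). With a different scramble library for each of the 2 comparisons, nothing is shared: r of the *Obox4* ASO and DKD was then 0.207 or 0.231 over all genes and 0.556 or 0.641 over the 2C list, and the covariance 0.205 or 0.236 and 0.315 or 0.344. The covariance over all genes was thus below the 0.3 seen with shared controls, and over the 2C list it was near the 0.34. Called higher in both were then 13 of 21 or 22 of 34 genes of the *Obox4* ASO, and lower in both 9 of 18 or 10 of 18. With separate scramble libraries, r over all genes was 0.548 or 0.565 for the *Dux* ASO and DKD. For the *Obox4* ASO and *Dux* ASO it was 0.203 or 0.206. With shared scramble libraries, r of the *Obox4* ASO and DKD was 0.271 without *Obox4* ASO replicate 2 and 0.281 without replicate 1. Without scramble replicate 1 or 2 it was 0.649 or 0.592. *Obox* mzKO embryos were not analysed here. From the correlations the paper proposes that redundancy with *Dux* is a distinct feature of *Obox4*.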

The transcriptome of *Obox4* knockdown embryos showed a higher correlation with *Dux*/*Obox4* DKD embryos than *Obox* mzKO embryos (Figure 6G and H; Supplementary file 9), suggesting that the functional redundancy to *Dux* is a distinct feature of *Obox4* among the *Obox* family.

**Figure 6.**
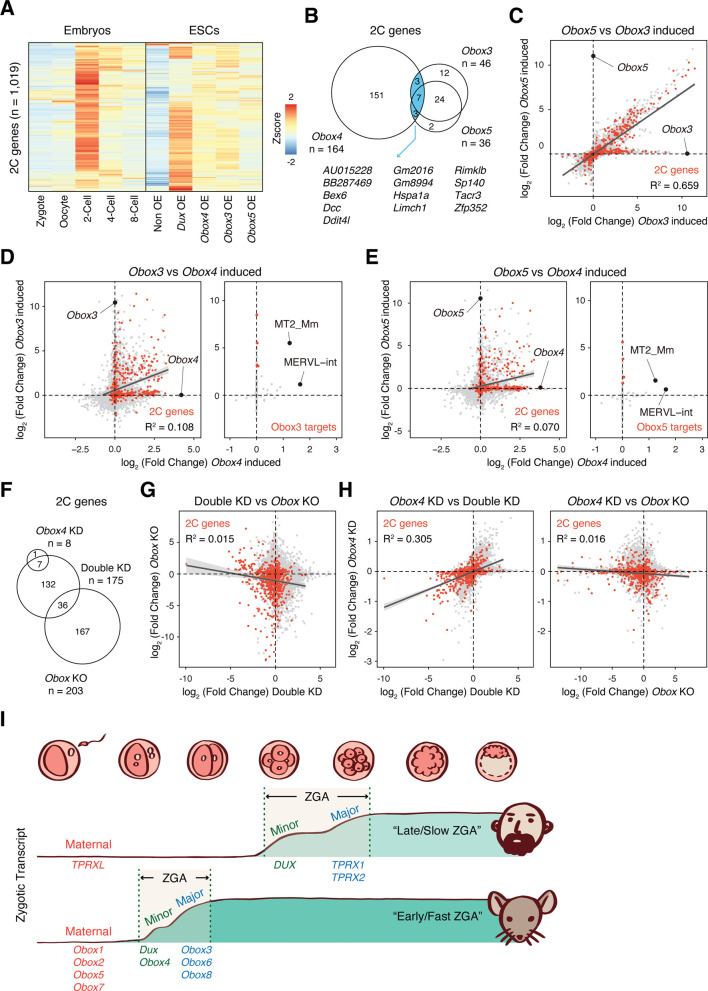
OBOX4-mediated DUX redundancy is distinct among the OBOX family. (**A**) Heatmaps of the expression of 2C-genes in preimplantation embryos, non-induced mouse embryonic stem cells (mESCs), and *Dux*/*Obox4*/*Obox3*/*Obox5*-induced mESCs. (**B**) Venn diagram showing overlap of 2C-genes induced by ectopic expression of *Obox3*, *Obox4*, and *Obox5* in mESCs. (**C**) Scatterplot showing per-gene expression changes in Obox3 versus Obox5-induced mESCs. 2C-genes are highlighted in red. (**D**) Scatterplot showing per-gene (left panel) and per-transposable element (right panel) expression changes in *Obox3* and induced versus *Obox4*-induced mESCs. 2C-genes and *Obox3*-induced transposable elements (TEs) are highlighted in red. (**E**) Scatterplot showing per-gene (left panel) and per-transposable element (right panel) expression changes in *Obox5* and induced versus *Obox4*-induced mESCs. 2C-genes and *Obox3*-induced TEs are highlighted in red. (**F**) Venn diagram showing overlap of 2C-genes downregulated upon *Obox4* knockdown, *Dux*/*Obox4* double knockdown, and *Obox* maternal-zygotic knockout. (**G**) Scatterplot showing per-gene expression changes in *Obox* maternal-zygotic knockout versus *Dux*/*Obox4* double knockdown 2C embryos. 2C-genes are highlighted in red. (**H**) Scatterplot showing per-gene expression changes in *Obox4* knockdown versus *Dux*/*Obox4* double knockdown (left panel) and *Obox* maternal-zygotic knockout (right panel) 2C embryos. 2C-genes are highlighted in red. (**I**) Schematic model of different zygotic genome activation (ZGA) strategy employed by human and mouse. *Obox* family members with redundant functions are expressed in high dose at peri-ZGA stages to ensure rapid ZGA. *Obox4* evolved as a divergent *Obox* family member that provides functional redundancy to *Dux*.

## Discussion

Starting with a transcriptionally inert genome, the eutherian ZGA engages in massive yet coordinated expression of genes driven by TE LTRs. In mice, it has been reported that the transcription factor DUX accesses and opens condensed chromatin of the MERVL LTR loci, which results in the activation of downstream ZGA genes (De Iaco et al., 2017; Hendrickson et al., 2017; Whiddon et al., 2017). However, the establishment of fertile *Dux* knockout mice suggests that ZGA is redundantly driven by other transcription factor(s) (Chen and Zhang, 2019; Guo et al., 2019; De Iaco et al., 2020; Bosnakovski et al., 2021). *Obox* transcripts were first discovered in gonads (Rajkovic et al., 2002) and were later found to be highly abundant in mouse 2C-embryos (Ge, 2017). Despite being important regulators of ZGA (Ji et al., 2023), the biological significance of distinct *Obox* genes remains elusive. The *Obox* family has 67 members clustered in the sub-telomeric region of mouse chromosome 7 and is further divided into six subfamilies: *Obox1*, *Obox2*, *Obox3*, *Obox4*, *Obox5*, and *Obox6*, with *Obox4* constituting nearly 60% (39 of 67) of the family population (Zhong and Holland, 2011a; Wilming et al., 2015). The role of *Obox4* is particularly mysterious as it remains to be determined whether *Obox4* is a functional protein-coding gene. In the present study, we found that *Obox4* is a bona fide multicopy protein-coding gene that encodes a homeodomain-containing protein that potently induces ZGA gene expression. Using multiple genetic knockout models, we showed that concomitant depletion of *Dux* and *Obox4* was hardly compatible with embryogenesis as *Dux*/*Obox4* double knockout mESCs subjected to SCNT failed to produce pups, and *Dux*/*Obox4* double knockout mouse was produced at a sub-Mendelian ratio. Consistently, *Obox4*/*Dux* DKD markedly compromised preimplantation development, but single knockdown of either gene was tolerated. DKD embryos exhibited severely dysregulated transcriptomes, characterized by MERVL and ZGA gene activation defects. We also characterized the molecular mechanisms underlying the biological significance of *Obox4* as well as its relevance to *Dux*. OBOX4 directly binds to MERVL (the target of DUX) and MERVK loci and activates specific MERVL and MERVK elements in a *Dux*-independent manner. In summary, our results highlight that OBOX4 is a transcription factor that is functionally redundant to DUX during ZGA.

Despite the narrow time window, ZGA takes place as a stepped program. A wave of mild and promiscuous transcription of ‘minor ZGA’ is commenced first, followed by ‘major ZGA’ characterized by transcriptional bursting of a more defined set of genes (Tadros and Lipshitz, 2009). While major ZGA in large mammals usually launches multiple cell cycles after minor ZGA, it is worth noting that mouse ZGA adopts an unique ‘early genome activator’ strategy where the timing of minor and major ZGA converges at the early two-cell stage (Svoboda, 2018). Overlapping minor and major ZGA right after fertilization allows prompt initiation of the zygotic program and accelerated preimplantation development – a potentially favorable reproductive advantage in rodents. Multiple shared features of *Dux* and *Obox4* imply that these genes have adapted to this particular developmental scheme to serve redundantly as key ZGA factors. Qualitatively, the functional redundancy between DUX and OBOX4 buffers sporadic mutations or defects that could arise during ZGA. Their lack of introns enables the earliest possible translation under ZGA-associated splicing deficiency (Shen et al., 2021). Quantitatively, both genes are tandemly arrayed in clusters, which assures rapid accumulation of their transcripts. Taken together, it seems that mouse ZGA may represent an evolutionary innovation where the first embryonic program shows surprising plasticity, likely supported by the expression of multiple *Obox* family members throughout peri-ZGA stages (Figure 6I). Indeed, concomitant loss of *Dux* and nearly all *Obox4* copies only partially compromises the ZGA transcriptome, demonstrating that mouse ZGA is so strongly canalized that even such a potent perturbance in genes makes very little difference to the phenotype.

Unlike *Dux*, which is structurally and functionally conserved throughout placentalia (Leidenroth and Hewitt, 2010), the ancestral locus of the *Obox* family appears to have undergone mouse-specific duplication and generated a gene cluster that is collectively syntenic to the *Tprx2* locus in other mammals (Maeso et al., 2016). Despite the distal homology between *Obox4* and *Tprx2*, it has been recently reported that human *TPRX2* is expressed in eight-cell embryos (Madissoon et al., 2016). Interestingly, TPRX2 was shown to cause defective ZGA upon embryonic depletion and bind important ZGA genes in hESCs (Zou et al., 2022), suggesting that the *Tprx2* locus might have undergone functionally convergent evolution despite its divergent genetic context. However, due to the distinction of minor and major ZGA timing across species, whether *TPRX2* plays a similar role in humans to *Obox4* in mice regarding the redundancy to *Dux* (*DUX4* in humans) warrants careful examination. Nevertheless, considering that LTR domestication is functionally convergent in preimplantation development (Guo et al., 2024), it might be helpful to speculate that homeobox gene-mediated LTR activation is a common principle of ZGA. Meanwhile, because the repressive epigenetic landscape is barely established during minor ZGA, this may allow transcription factors like DUX and OBOX to potently shape the zygotic transcriptome by activating LTR elements. However, ZGA gene induction and epigenetic reprogramming can only partially recapitulate the 2C transcriptome in mESCs (Posfai et al., 2021; Hu et al., 2023), suggesting that ZGA is a collective outcome of specific parental, zygotic, and epigenetic factors that may or may not be present in pluripotent stem cells. Indeed, OBOX4 is equally potent as DUX at activating a 2C::tdTomato reporter but less potent at inducing 2C-genes in mESCs, which may suggest that the repressive epigenetic landscape is less permissive to OBOX4 than to DUX. Thus, attempts to model ZGA in vitro need to be carefully formulated to address these fundamental distinctions between embryos and cultured cells.

## Materials and methods

### Key resources

The sequences of primers, ASOs, and sgRNAs used in this study are provided in Supplementary files 11 and 12. A complete list of the key reagents and biological samples is provided in Supplementary file 13.

### Mice

Male/female BDF1 and female BALB/c mice were purchased from Japan SLC Inc. The mice were fed regular chow and housed in a controlled room under a 14 hr/10 hr light/dark cycle at 22°C. All animal experiments were approved by the Animal Care and Use Committee of Keio University and the Animal Experimentation Committee at the RIKEN Tsukuba Institute and conducted in compliance with the Keio University Code of Research Ethics (License #11045-4) and the RIKEN’s guiding principles (T2023-Jitsu015).

### Cell culture

All mouse mESC lines were cultured in Dulbecco’s Modified Eagle Medium (DMEM) (Cat# 08488-55, Nacalai Tesque) supplemented with 10% fetal bovine serum (lot# S10581S1820, Biowest), 1× GlutaMAX (Cat# 35050061, Gibco), 1× penicillin-streptomycin (Cat# 15140163, Gibco), 1× non-essential amino acids (Cat# 11140050, Gibco), 1× sodium pyruvate (Cat# S8636, Merck), 50 μM 2-mercaptoethanol (Cat# 21985023, Gibco), 1 μM CHIR99021 (Cat# 034-23103, Wako), 3 μM PD0325901 (Cat# 168-25293, Wako), and mouse leukemia inhibitory factor produced in-house. The culture medium was supplemented with iMatrix-511 silk (recombinant human laminin-511 E8 fragment) (Cat# 892021, Matrixome) at a concentration of 125 ng.cm^–2^ culture vessel area, before seeding mESCs into it. The cells were cultured in a humidified atmosphere containing 5% CO_2_ at 37°C, with the media changed every 48 hr.

TBLCs were generated by culturing mESCs in an ordinary medium supplemented with 2.5 nM PLaB (Cat# 16538, Cayman Chemicals). Cells were sub-cultured every 2–4 days, at a seeding density of 1 × 10^5^ cm^–2^ culture vessel area. After five rounds of sub-culture, the cells were deemed TBLCs.

SP2/O-Ag14 myeloma and primary clones of hybridomas were cultured in GIT medium (Cat# 63725715, Wako) supplemented with recombinant human interleukin-6 (IL-6) (Cat# 20006, PeproTech). Cells were cultured in a humidified atmosphere containing 5% CO_2_ at 37°C and sub-cultured every day at a seeding density of 3×10^5^ mL^–1^. For monoclonal antibody production, hybridomas were cultured in a hybridoma serum-free medium supplemented with IL-6. The cells were cultured in a humidified atmosphere containing 5% CO_2_ at 37°C until they were over-confluent.

### Cell transfection

Plasmid transfections were performed using the jetOPTIMUS DNA Transfection Reagent (Cat# 101000025, Polyplus), according to the manufacturer’s instructions. Briefly, mESCs were seeded at a cell density of 8 × 10^4^ cm^–2^ culture vessel area. After 20 min, the jetOPTIMUS reagent and plasmids were diluted in jetOPTIMUS buffer, incubated for 10 min at room temperature, and then applied to the cell culture. After 48 hr, the cells were collected for downstream experiments.

### cDNA synthesis and cloning

Total RNA was extracted from TBLCs using ISOGEN (Cat# 311-02501, Nippon Gene), according to the manufacturer’s instructions. Briefly, 500 μL ISOGEN was added to 1.5 × 10^6^ freshly harvested TBLCs. After 5 min of incubation at room temperature, 100 μL of chloroform (Cat# 03802606, Wako) was added to the cells and mixed by means of vigorous shaking. After 2 min of incubation at room temperature, the samples were centrifuged at 12,000 × *g* for 15 min at 4°C. The upper aqueous phase was then transferred to a new tube and mixed with 240 μL isopropanol (Cat# 15-2320, Merck) to precipitate the RNA. After 5 min of incubation at room temperature, the samples were centrifuged at 12,000 × *g* for 15 min at 4°C. The supernatant was then discarded, following which the RNA pellets were washed with 70% ethanol (Cat# 057-00456, Wako). The RNA pellets were then air-dried and dissolved in RNase-free water. The RNA solution was subjected to DNase treatment using TURBO DNA-*free* kit (Cat# AM1907, Thermo Fisher), according to the manufacturer’s instructions, to remove genomic DNA carryover. RNA (1 μg) was reverse transcribed to cDNA using the Transcriptor First Strand cDNA Synthesis Kit (Cat# 04379012001, Roche), according to the manufacturer’s instructions. PrimeSTAR Max DNA Polymerase (Cat# R045A, TaKaRa) and ProFlex PCR System (Cat# 4484073, Thermo Fisher) were used to amplify the sequence of interest from the cDNA. NEBuilder HiFi DNA Assembly Kit (Cat# E2621L, NEB) was used to clone the sequence of interest into plasmid backbone.

### Immunofluorescence

For embryos, middle-2C-embryos were collected at 1.5 dpc. The zona pellucida was removed by treating the embryos with acidic Tyrode’s solution (Cat# MR-0040-D, Merck). The embryos were fixed in 4% paraformaldehyde (Cat# 09154-14, Nacalai Tesque) in phosphate-buffered saline (PBS) for 10 min. Following three washes in PBS, fixed embryos were permeabilized with 0.1% Triton X-100 (Cat# 1610407, Bio-Rad) in PBS for 20 min at room temperature. Following three washes in PBS, permeabilized embryos were blocked in 2% bovine serum albumin (BSA; Cat# 011-27055, Wako) in PBS for 20 min at room temperature. The blocked embryos were incubated with primary antibodies diluted in 2% BSA in PBS at 4°C overnight. Following three washes in PBS, the embryos were incubated with 2% BSA in PBS containing 1:200 diluted 4′,6-diamidino-2-phenylindole (DAPI) (Cat# 19178-91, Nacalai Tesque) and 1:500 diluted Alexa Fluor-conjugated anti-mouse IgG1 secondary antibody (Cat# A-21127, Thermo Fisher) or Alexa Fluor-conjugated anti-mouse IgG2a secondary antibody (Cat# A-21131, Thermo Fisher) for 1 hr at room temperature. Following three washes in PBS, the embryos were transferred into liquid paraffin-covered PBS drops on a glass-bottom dish (Cat# D11130H, Matsunami).

For culturing, cells seeded on glass-bottom chamber slides (Cat# SCS-N02, Matsunami) were fixed with 4% paraformaldehyde in PBS for 10 min. After three washes in PBS, the fixed cells were permeabilized with 0.1% Triton X-100 in PBS for 15 min at room temperature. Following three washes in PBS, permeabilized cells were incubated with primary antibodies diluted with 2% skim milk in PBS for 30 min at room temperature. Following three washes in PBS, the cells were incubated with 2% BSA in PBS containing 1:500 diluted Alexa Fluor-conjugated secondary antibody and 1:200 diluted DAPI for 1 hr at room temperature. Following three washes in PBS, the chamber was removed and the slides were mounted with ProLong Glass Antifade Mountant (Cat# P36982, Thermo Fisher). Fluorescence images were taken using a confocal laser scanning microscope (Cat# FV3000, Olympus).

### Western blot

Freshly harvested cells were resuspended in PBS (Cat# 14249-95, Nacalai Tesque) and lysed by means of sonication. Whole-cell lysates were mixed with sample buffer containing reducing reagent (Cat# 09499-14, Nacalai Tesque) and boiled at 95°C for 5 min. Protein samples were loaded on a 10% tris-glycine gel, run in AllView PAGE Buffer (Cat# DS520, BioDynamics Laboratory), and then transferred to nitrocellulose membranes (Cat# 10600003, Cytiva) using a Power Blotter System (Cat# PB0012, Thermo Fisher). The membranes were blocked with PBST containing 2% skim milk (Cat# 4902720131292, Morinaga) at room temperature for 15 min. The membranes were incubated with primary antibodies in PBST containing 2% skim milk at room temperature for 30 min. After three washes with PBST, the membranes were incubated with secondary antibodies in PBST containing 2% skim milk at room temperature for 15 min with shaking. After three washes with PBST, the membranes were incubated with ECL reagents (Cat# RPN2232, Cytiva) and exposed to an X-ray film (Cat# 28906839, Cytiva) or detected using a digital chemiluminescence imager (Cat# 17001402JA, Bio-Rad).

### qPCR

qPCR was performed using TB Green Fast qPCR Mix (Cat# RR430A, TaKaRa) according to the manufacturer’s instructions. The qPCR reactions were carried out and the signals were detected using a real-time PCR system (Cat# TP950, TaKaRa). For RT-qPCR, first-strand cDNA of mESCs total RNA was produced as described in the section ‘cDNA synthesis and cloning’. Primers targeting MERVL Gag consensus sequence were used to detect MERVL transcript. Primers targeting β-actin mRNA were used as internal control in all qPCR assays performed in this study.

### smFISH

smFISH probes targeting MERVL were designed and synthesized by LGC Biosearch Technologies as previously described (Sakashita et al., 2023). smFISH followed by immunofluorescence staining was performed according to the manufacturer’s instructions. Briefly, Quasar 570-labeled probes were hybridized against MERVL RNA at 37°C for 16 hr, followed by immunofluorescence staining described in the section ‘Immunofluorescence’, without blocking step to prevent RNase contamination. The slides were mounted with ProLong Glass Antifade Mountant (Cat# P36982, Thermo Fisher). Fluorescence images were taken using a confocal laser scanning microscope (Cat# FV3000, Olympus).

### Flow cytometry

The cells were digested with 0.25% trypsin-EDTA (Cat# 25200072, Gibco) at 37°C for 5 min, and then resuspended in FluoroBrite DMEM (Cat# A1896701, Gibco). The cell suspension was filtered through a 35 μM cell strainer (Cat# 352235, Falcon). The samples were analyzed using a cell sorter (Cat# SH800Z, Sony). Data analysis was performed using the Sony SH800Z cell sorter software.

### Generation of transgenic mESC lines

The 2C::tdTomato reporter cell line was generated by transfection of EB3 mESCs (Cat# AES0139, RIKEN BRC Cell Bank) with a linearized 2C::tdTomato reporter plasmid (Cat# 40281, Addgene). After 48 hr, the cells were subjected to 500 μg.mL^–1^ hygromycin (Cat# 08906151, Wako) for 7 days. The selected cells were then seeded at a density of 2 × 10^2^ cm^–2^ in culture medium containing 250 μg.mL^–1^ hygromycin. Single-cell clones were picked and expanded after 7 days.

A tetracycycline-controlled transcription activation system and a piggyBac transposon system were used as previously described (Takeuchi et al., 2022) to generate an *Obox4*-inducible cell line. Briefly, pPB-TRE-3×FLAG-Obox4, pPB-CAG-rtTA3G-IRES-Hygro, and pCMV-HyPBase-PGK-Puro plasmids were co-transfected into EB3 mESCs. After 48 hr, the cells were subjected to selection with 500 μg.mL^–1^ hygromycin and 500 μg.mL^–1^ G418 (Cat# 07805961, Wako) for 7 days. The selected cells were then seeded at a density of 2 × 10^2^ cm^–2^ in a culture medium containing 250 μg.mL^–1^ hygromycin and 250 μg.mL^–1^ G418. Single-cell clones were picked and expanded after 7 days.

### Generation of monoclonal antibodies

The anti-OBOX4, anti-DUX, and anti-GAG monoclonal antibodies were produced as previously described (Guo et al., 2021; Supplementary file 11a). Briefly, BALB/c mice were immunized by means of intraperitoneal injection of glutathione S-transferase-fused protein-of-interest (PoI). The mice were routinely immunized until their sera tested positive for the PoI-fused maltose binding protein (MPB), after which two boosting immunizations were performed. Following boosting, splenocytes from immunized mice were fused with SP2/O myeloma and cultured in hypoxanthine-aminopterin-thymidine medium for 10 days to select for hybridomas. Hybridomas were subsequently screened using ELISA against PoI-fused MBP. The positive polyclonal hybridomas were monoclonalized and expanded. For anti-OBOX4 hybridomas, additional screening using OBOX2-fused MBP was conducted. The sequence of OBOX4 was significantly divergent from those of the other OBOX members, and the monoclonal antibodies were negative for cross-reactivity with OBOX2 (Supplementary file 11b and c). The N-terminal 100 amino acids of OBOX4 and OBOX2 were used for immunization and cross-reactivity examination, respectively (Supplementary file 11d). The culture supernatants of monoclonal hybridomas were sterilized by passing them through a 0.22 μM pore size filter (Cat# 430769, Corning) and used directly as an antibody solution in other assays.

### Generation of knockout mouse lines

Single-guide RNAs (sgRNAs) designed on flanking and inside of the *Obox4* cluster were synthesized using a Precision gRNA Synthesis Kit (Cat# A29377, Thermo Fisher) according to the manufacturer’s instructions. 150 ng.mL^–1^ sgRNA and 125 ng.μL^–1^ Alt-R S.p. Cas9 Nuclease (Cat# 1081058, Integrated DNA Technologies) diluted with HEPES-buffered KSOM were electroporated into BDF1×B6 in vitro fertilized embryos with an electroporator (Cat# NEPA21, NEPA GENE). Treated embryos were cultured in KSOM for 18 hr, and embryos that reached the two-cell stage were transferred into the oviducts of pseudopregnant ICR female mice on day 0.5. Pups were retrieved on day 19.5 and genotyped with specific PCR primers.

### Generation of knockout mESC lines

Plasmids encoding Cas9 and sgRNA flanking and inside of the *Obox4* cluster were constructed to perform knockout experiment. The *Obox4* knockout cell line was generated by means of co-transfection of EB3 mESCs with the pX330-Puro-Obox4KO-3, pX330-Puro-Obox4KO-4, pX330-Puro-Obox4KO-6, and pX330-Puro-Obox4KO-7 plasmids. After 18 hr, the cells were subjected to selection with 1 μg.mL^–1^ puromycin (Cat# 16023151, Wako) for 54 hr. The selected cells were then seeded at a very low density in culture medium without antibiotics. Single-cell clones were picked and expanded after 7 days and then subjected to genotyping.

Following a previously published protocol (Chen and Zhang, 2019), plasmids encoding Cas9 and sgRNAs flanking the *Dux* cluster were constructed to perform knockout experiment. The *Dux* knockout cell line and the *Obox4*/*Dux* double knockout cell line were generated by means of co-transfection of EB3 mESCs and *Obox4* knockout cell lines with pX330-DuxKO-A and pX330-DuxKO-B plasmids. After 48 hr, the cells were seeded at a very low density. Single-cell clones were picked and expanded after 7 days and then subjected to genotyping.

While monoallelic *Obox4* deletion was detected in 49.1% (335/682) of the CRISPR-Cas9-edited clones, biallelic deletion was only detected in 0.44% (3/682) of the population, suggesting that removal of *Obox4* allele was associated with severe genetic toxicity. In contrast, 36.7% (47/128) monoallelic and 4.7% (6/128) biallelic deletions were detected in *Dux* knockout clones.

### Genotyping and copy number examination

For mouse and culture cell, mouse right hindlimb toe or tail tip, or 1 × 10^6^ culture cells were incubated in 400 µL ProK solution containing 20 mM Tris–HCl pH 7.9, 1 mM EDTA, 1% w/v sodium dodecyl sulfate (SDS), 150 mM NaCl, 20 mM trisodium citrate, and 80 µg recombinant proteinase K (Cat# 161-28701, Wako) at 55°C for 2 hr with vigorous shaking. The solution was extracted with 2 volumes of phenol/chloroform/isoamyl alcohol (25:24:1) (Cat# 311-90151, Nippon Gene) twice. DNA in the aqueous phase was precipitated by adding 0.1 volume of 3 M sodium acetate and 2 volumes of 99.5% ethanol (Cat# 057-00456, Wako), snap freeze in liquid nitrogen, and centrifuged at 15,000 × *g* for 12 min at 4°C. After discarding supernatant, the DNA pellets were washed by 200 µL 70% ethanol, air dried at room temperature, and dissolved in 220 µL TE solution (Tris–HCl pH 7.9, 1 mM EDTA) supplemented with 1 µg RNase A (Cat# 131-01461, Nippon Gene). The solution was incubated at 37°C for 1 hr, then phenol/chloroform/isoamyl alcohol extracted and ethanol precipitated again as described above, to obtain highly purified genomic DNA. The DNA was dissolved in 200 µL TE solution.

For single blastomeres and abnormal embryos, whole-genome amplifications were performed on individual embryos using REPLI-g Advanced DNA Single Cell Kit (Cat# 150363, QIAGEN) according to the manufacturer’s instructions. For blastocysts, crude genomic DNA from single blastocysts was prepared according to the method described by Sakurai et al., 2014 with some modifications. Briefly, single blastocysts in 0.5 µL KSOM medium were transferred to the bottom of 0.1 mL PCR tubes, followed by the addition of 10 µL blastocyst lysis buffer containing 120 μg.mL^–1^ recombinant proteinase K, 100 mM Tris–HCl pH 7.9, 100 mM KCl, 0.45% NP-40, and 10 μg.mL^–1^ yeast tRNA (Cat# AM7119, Thermo Fisher). After brief vortex and pulse spin, the tubes were incubated at 55°C for 10 min followed by 95°C for 10 min.

For PCR-based genotyping, 10 ng purified genomic DNA, 10 ng whole-genome amplified DNA, or 2 µL of blastocyst lysate were used as template and amplified with target-specific primers by KOD One PCR Master Mix (Cat# KMM-101, TOYOBO) according to the manufacturer’s instructions. Primers targeting mouse *Tardbp* were used as internal control when whole-genome amplification product or blastocyst lysate were used as multiplex PCR template. For copy number examination, 5 ng genomic DNA template was amplified as described in the ‘qPCR**’** section.

### In vitro transcription

The *Obox4* coding sequence was codon-optimized using GeneArt Instant Designer (Thermo Fisher) to remove the ASO target motif and improve translation efficiency. Codon-optimized DNA was synthesized using Prime Gene Synthesis Services (Thermo Fisher). Codon-optimized *Obox4* mRNA was transcribed in vitro using the mMESSAGE mMACHINE T7 Transcription Kit (Cat# AM1344, Thermo Fisher) and then polyadenylated using a poly(A) tailing kit (Cat# AM1350, Thermo Fisher) according to the manufacturer’s instructions. The polyadenylated mRNA was purified using the RNeasy Mini Kit (Cat# 74004, QIAGEN), according to the manufacturer’s instructions, and dissolved in RNase-free water at a concentration of 100 ng.μL^–1^.

### Pronuclear injection of mouse embryos

Eight-week-old BDF1 female mice were injected with 150 µL of CARD HyperOva (Cat# KYD-010-EX, Kyudo Co, Ltd). After 48 hr, the female mice were injected with 5 IU human chorionic gonadotropin (hCG) (Cat# GONATROPIN, ASKA Animal Health Co Ltd) and mated with BDF1 male mice. After 22 hr, the PN3 zygotes were collected. Cumulus cells were removed by briefly culturing the zygotes in potassium simplex optimization medium (KSOM) (Cat# MR-101-D, Merck) supplemented with 0.3 µg.µL^–1^ hyaluronidase (Cat# H4272, Merck). Embryos were cultured in KSOM medium drops covered with liquid paraffin (Cat# 26137-85, Nacalai Tesque) in a humidified atmosphere with 5% CO_2_ at 37°C. After 4 hr, PBS containing either 40 µM scramble ASO, 20 µM anti-*Dux* ASO, 20 µM anti-*Obox4* ASO, 40 µM equimolar anti-*Dux*/anti-*Obox4* ASO mixture, or 40 µM equimolar anti-*Dux*/anti-*Obox4* ASO mixture with 100 ng.μL^–1^ codon-optimized *Obox4* mRNA was microinjected into the male pronuclei of zygotes using a microinjector (Cat# 5252000013, Eppendorf). For developmental monitoring, embryos were cultured for 4 days after microinjection and assessed for developmental stage at 18 hr, 42 hr, 66 hr, and 90 hr after microinjection, which corresponded to 1.5 dpc, 2.5 dpc, 3.5 dpc, and 4.5 dpc, respectively.

### Somatic cell nuclear transfer

SCNT was performed as described previously (Inoue et al., 2020) using wild-type and knockout mESC lines as nuclear donor cells. They were cultured at a high density until they reached confluency for about 4–6 days before SCNT. BDF1 female mice were superovulated by the injection of 7.5 IU of equine chorionic gonadotropin (eCG, ZENOAQ) and 7.5 IU of hCG (ASKA Pharmaceutical Co, Ltd) at a 48 hr interval. At 15 hr after hCG injection, cumulus–oocyte complexes were collected from the oviducts. After removal of cumulus cells by 0.1% bovine testicular hyaluronidase (Cat# 385931, Calbiochem), oocytes were enucleated in HEPES-buffered KSOM containing 7.5 μg.mL^–1^ cytochalasin B. After culture in KSOM for at least 1 hr, the enucleated oocytes were injected with donor mESCs using a Piezo-driven micromanipulator (Cat# PMM-150FU, Primetech). After culture in KSOM for about 1 hr, the injected oocytes were cultured in Ca^2+^-free KSOM containing 2.5 mM SrCl_2_, 5 μM latrunculin A (LatA) (Cat# L5163, Merck) with 50 nM trichostatin A (TSA) (Cat# T8552, Merck) for 1 hr. Then, they were cultured in KSOM containing 5 µM LatA and 50 nM TSA for 7 hr. After washing, the SCNT embryos were cultured in KSOM under 5% CO_2_ in air at 37°C for 96 hr. The embryos that reached two cells at 24 hr after activation were considered successfully cloned with cell cycle-matched mESCs (G0/G1 phase).

### scRNA-seq analysis

Raw scRNA-seq data was obtained from the dataset of Deng et al. (GSE45719). Quality control and adapter trimming were done using fastp (Chen et al., 2018) v0.23.2. Quality-controlled reads were aligned to the GRCm38.p6 reference genome using STAR (Dobin et al., 2013) v2.7.9a, with default arguments. Reads were counted against GRCm38.p6 comprehensive gene annotation (Frankish et al., 2021) and mm10 repeats from the University of California, Santa Cruz (UCSC) RepeatMasker using Subread (Liao et al., 2014) v2.0.1 featureCounts function, and multi-mapping reads were discarded for non-TE features and counted fractionally for TEs. Seurat (Hao et al., 2021) v4.1.0 was used to process the read counts of scRNA-seq. Cells with >7.5% mitochondrial reads or <14,000 annotated features were discarded. Expression levels were log-normalized. The expression profiles of homeobox genes listed in HomeoDB2 (Zhong and Holland, 2011b) were clustered into 11 *k*-means after *z*-score transformation.

### Ribo-seq analysis

Raw Ribo-seq data was obtained from the dataset of Xiong et al. (GSE165782). Reads were quality-controlled, aligned, and counted as described above. Reads aligned to all protein coding *Obox4* loci were added up to represent translation level of OBOX4.

### Bulk RNA-seq

For embryos, 30 middle-2C-embryos were collected 20 hr after microinjection in each independent biological replicate. The zona pellucida was removed by treating embryos with acidic Tyrode’s solution. Libraries were constructed using the SMART-Seq Stranded Kit (Cat# 634442, TaKaRa) and indexed using the SMARTer RNA Unique Dual Index Kit (Cat# 634451, TaKaRa) according to the manufacturer’s instructions.

For cell culture, total RNA was prepared using the RNeasy Kit according to the manufacturer’s instructions. The RNA solution was subjected to DNase treatment to remove genomic DNA carryover. Using 1 µg total RNA per sample, libraries were constructed with the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (Cat# E7760L, NEB) and indexed with NEBNext Multiplex Oligos for Illumina (Cat# E6440S, NEB) according to the manufacturer’s instructions.

The libraries were quantified with a 2100 Bioanalyzer (Cat# G2939BA, Agilent) using a High Sensitivity DNA Kit (Cat# 5067-4626, Agilent). Quantified libraries were pooled and sequenced using an Illumina NovaSeq 6000 System in 150 bp paired-end mode (Illumina). Base calling and de-multiplexing were performed using the bcl2fastq2 (Illumina) v2.20. De-multiplexed reads were quality-controlled, aligned, and counted as described above. DESeq2 (Love et al., 2014) v1.32.0 was used to perform differential expression analysis. Raw RNA-seq reads for TBLCs were downloaded from the dataset of Shen et al. (GSE168728). Raw RNA-seq reads of *Dux* knockout embryos were downloaded from the datasets of Chen and Zhang and De Iaco et al. (GSE121746 and GSE141321, respectively). Raw RNA-seq reads of preimplantation embryos were downloaded from the datasets of Wu et al. (GSE66390). Raw RNA-seq reads of 2C-like mESCs were downloaded from the datasets of Zhu et al. (GSE159623). The published data were analyzed using the same method.

### CUT&RUN-seq

Cultured cells (1 × 10^5^) freshly prepared by trypsin-EDTA digestion were used to perform CUT&RUN with the CUT&RUN Assay Kit (Cat# 86652, Cell Signaling Technology) according to the manufacturer’s instructions. Enriched DNA was subjected to library construction using the NEBNext Ultra II DNA Library Prep Kit for Illumina (Cat# E7645L, NEB), with the adapter ligation step performed at 50°C instead of 65°C, to prevent the denaturation of small DNA inserts. The libraries were indexed using NEBNext Multiplex Oligos for Illumina, according to the manufacturer’s instructions.

The libraries were quantified, pooled, sequenced, de-multiplexed, and quality controlled as described above. Processed reads were aligned to the GRCm38.p6 reference genome using Bowtie2 (Langmead and Salzberg, 2012) v2.4.1, with default settings. Peaks were called in each biological replicate using the MACS3 (Zhang et al., 2008) v3.0.0a6 callpeak function (-f BAMPE). Alignment tracks were first generated using deepTools (Ramírez et al., 2016) v3.5.1 bamCoverage function (--binSize 10 --normalizeUsing CPM --smoothLength 30), and then normalized by subtracting the signal from non-immune IgG and wild-type mESCs using the deepTools bamCompare function (--scaleFactorsMethod None --operation subtract --binSize 10 --smoothLength 30). ChIPseeker (Yu et al., 2015) v1.28.3 was used to annotate the peaks. The MEME suite (Bailey et al., 2009) v5.4.1 was used to identify the binding motifs. Heatmaps were generated using deepTools computeMatrix and plotHeatmap functions. Visualization of genomic tracks was performed using trackplot (Pohl and Beato, 2014) v1.3.10. Raw ChIP-seq reads of DUXs in mESCs were downloaded from Hendrickson et al. (GSE85632). The published data were analyzed using the same method.

### Quantification and statistical analysis

Descriptive and comparative statistics were employed in the article as described in the figure legends, with the number of replicates indicated. For single-hypothesis testing, significance is defined as a p*-*value<0.05 indicated with asterisk (*p-value<0.05, **p-value<0.01, ***p-value<0.001). Error bar represents the standard deviation (SD) of the mean of the replicates. Significant change in gene expression is denoted by greater than onefold difference and less than 0.01 false discovery rate.

## Data Availability

The RNA-seq and CUT&RUN-seq data generated in this study have been deposited at NCBI Gene Expression Omnibus (GEO) database under the accession code GSE196671. The following dataset was generated: GuoY KitanoT SiomiH 2023Obox4 secures zygotic genome activation upon loss of DuxNCBI Gene Expression OmnibusGSE196671 The following previously published datasets were used: DengQ RamsköldD ReiniusB SandbergR 2014Single-cell RNA-Seq reveals dynamic, random monoallelic gene expression in mammalian cellsNCBI Gene Expression OmnibusGSE4571910.1126/science.124531624408435 XiongZ XuK LinZ KongF WangQ QuanY LiL XieW 2022Ultrasensitive Ribo-seq reveals translational landscapes during mammalian oocyte-to-embryo transition and pre-implantation developmentNCBI Gene Expression OmnibusGSE16578210.1038/s41556-022-00928-635697785 ShenH YangM Li SDu P 2021Mouse totipotent stem cells captured and maintained through spliceosomal repressionNCBI Gene Expression OmnibusGSE16872810.1016/j.cell.2021.04.02033991488 ChenZ ZhangY 2019Loss of DUX causes minor defects in zygotic genome activation and is compatible with mouse developmentNCBI Gene Expression OmnibusGSE12174610.1038/s41588-019-0418-7PMC654515531133747 GrunD De IacoA 2019RNAseq of DUX KO mouse 2-cell embryosNCBI Gene Expression OmnibusGSE141321 PeterGH 2017Conserved roles for murine mDUX and human DUX4 in activating cleavage stage genes and MERVL/HERVL retrotransposonsNCBI Gene Expression OmnibusGSE8563210.1038/ng.3844PMC570307028459457

How the deposited data were processed for this re-analysis (not part of the article)

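RNA-seq was analysed for 41 libraries in 5 experiments: mESCs with a doxycycline-inducible *Obox4* transgene at 0, 12 and 48 h, 2C-embryos injected with ASOs with or without *Obox4* mRNA, morulae injected with ASOs, single blastomeres of *Dux* KO 2C-embryos with 3 *Obox4* genotypes, and WT, *Obox4* KO, *Dux* KO and double KO mESCs grown in the splicing inhibitor pladienolide B (PlaB). CUT&RUN peak lists were analysed for 3×FLAG-OBOX4 (3 lists), 3×FLAG-DUX (1 list) and the histone marks H3K4me3, H3K27ac and H3K27me3 in WT and *Obox4* KO mESCs with and without PlaB (3 lists per mark, genotype and treatment). Conditions were taken from the sample labels. For 3 IgG samples the labels conflict with each other, and these were left without a condition.

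For the gene tables, the authors trimmed reads with fastp (v0.23.2), aligned them with STAR (v2.7.9a) to GRCm38.p6 and counted reads per gene with featureCounts (v2.0.1), and these deposited values are counts in which the methods say that multi-mapping reads were discarded. For the repeat tables, the authors also counted reads against the mm10 RepeatMasker annotation with multi-mapping reads split into fractions, and all loci of a repeat name are summed, so these deposited values are expected counts per gene and per repeat name. The header of the blastomere tables names a later featureCounts version, the GENCODE vM25 annotation and fractional counting of multi-mapping reads for genes as well as repeats, so the deposited blastomere values of both tables are fractional counts. For the peak lists, the authors aligned reads with Bowtie2 (v2.4.1) and called peaks per replicate with MACS3 (v3.0.0a6). The deposited columns used here are −log10 p and q and the enrichment, a ratio of the authors' signal to background, with the summit position and a score from which peaks were ranked.

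Expected counts were rounded to whole numbers. Genes and repeats were fitted separately with edgeR (4.0.16) in R (4.3.3), after edgeR's filter on low counts, with TMM scaling of the table used and a quasi-likelihood model that holds all groups of an experiment, so that groups share one estimate of the spread. A gene or repeat was called at a Benjamini-Hochberg adjusted p of at most 0.01 and an absolute log2 fold change of at least 1. These are the thresholds of the paper's statistics section, which gives a false discovery rate under 0.01 and a difference over onefold, read here as a log2 fold change of 1. CPM values use library sizes scaled by TMM, and the spread given with them is the SD between libraries of a group. A fold against a group with no counts was computed against a floor of 3 counts over the group and is given as a lower bound. Differences between effects (the *Obox4* knockdown with *Dux* lowered or present, and the *Obox4* KO in *Dux* KO or WT cells) were tested as an interaction term of the same model.

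Gene lists numbered 15 and were written from general knowledge before the data were examined: 2C genes (72 members), other *Obox* genes, maternal transcripts, pluripotency, trophectoderm, primitive endoderm, p53 and apoptosis, integrated and heat stress, ribosome biogenesis, meiosis and germ line, interferon response, cumulus and granulosa cells, fibroblast, blood, and sperm. The paper's own list of 2C-genes was held only in part and was not used. Each list was tested per comparison with camera of limma (3.58.1) at a preset correlation of 0.01 between genes, adjusted over the lists of that comparison, and a list was taken as moved at an adjusted p of at most 0.05. Called members were also counted after adjusting over the list alone. Genes named in the text are those that the paper names, up to 8 called genes with the largest rise and 8 with the largest fall per comparison (mean count of at least 20, libraries of the groups not overlapping, no clone names), up to 5 repeats each way, and the 4 members of each list with the smallest p. The follow-up of *Rlim* and *Plscr1* and the count of mitochondrial tRNA genes as a class were chosen after their values were seen.

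Total gene counts per library ran from 14283083 (double KO mESCs with PlaB, replicate 3) to 104864947 (scramble morulae). What this depth and spread can resolve was tested on simulated data: counts were drawn at the means and spreads of each experiment, with some genes set to change. The same test found 31.3% of genes set to change 2-fold and 80.3% of those set to change 4-fold in the induction series, 26.9% and 68.2% in 2C-embryos, and 20.9% and 62.1% in PlaB mESCs. It found 9.1% of genes set to change 4-fold in morulae and 6.1% in blastomeres. In no experiment were more than 4 unchanged genes called. In blastomeres, however, those 4 stood beside only 0, 3 and 4 genes found among those set to change 2-, 3- and 4-fold. False calls were thus a large part of the few gene calls in simulated blastomeres. The peak code was tested on simulated intervals with known overlaps.

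Peaks on chromosomes 1 to 19, X and Y were compared with bedtools (2.31.1) and Python (3.11.15; numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6). An OBOX4 peak is an interval of the merged lists that at least 2 replicates hold. A promoter reaches 3000 bases to either side of a gene's start, a repeat locus counts as covered when a peak overlaps it by 1 base, and repeat names with at least 100 loci were ranked. The share expected without a preference was measured by moving all peaks of a chromosome by 1 random distance, 100 times. The motif was searched on both strands within 50 bases of the summits of the 500 peaks with the highest score and in windows 500 bases away. Shares carry 95% Wilson intervals, and the shares of loci under histone marks were compared by exact permutation of the 3 against 3 libraries.

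The alternatives set beforehand were RLE scaling, no filter on low counts, DESeq2 (1.42.0), a replicate block, a fit of only the 2 groups compared, an adjusted p of 0.05 without a fold minimum, scaling of repeats by the gene table, camera with an estimated correlation, fry, and leaving out each library in turn. For peaks they were peaks of any or of all 3 replicates, single replicates, a −log10 q of at least 10, a promoter of 1000 bases, the summit inside the locus, and at least 50% of the locus covered. Chosen after the data were seen were gene counts with multi-mapped reads, the removal of short genes, start sites of any transcript, the full motif in place of its core, the motif over all shared peaks, a different scramble library for each of 2 comparisons, and the scaling of counts to the length of the paper's list. Microscopy, qPCR and reporter assays, and the published datasets that the paper uses, were not analysed here. IgG and anti-FLAG control samples were not used here.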

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

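Chosen only after a result was seen were the test of *Rlim* after *Obox4* mRNA, the test of the 2C list in replicate 1 of DKD morulae, the test of stage genes with separate scramble libraries, the comparison of RLTR13B2 with PlaB mESCs, the shares of negative changes among genes of similar length, and the tests of whether 2 effects differ.

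The change that came with the *Obox4* ASO differed between 2C-embryos with *Dux* lowered and not lowered. An interaction term of the edgeR model called 20 genes whose change was higher and 39 whose change was lower when *Dux* was lowered too, a difference between groups. *Tcstv3* shows it, with a difference of −1.18 in log2 units (standard error 0.153, adjusted p = 8.84e-04, edgeR). *Nek4* (−2.08) and the noncoding RNA *Neat1* (−1.71) had a lower change, and *Ahnak* (1.67) and the cell cycle repressor *E2f7* (1.94) a higher one. The *Zscan4* genes were not called (*Zscan4c* −0.07), so the *Obox4* ASO was not shown to act on them differently when *Dux* was lowered. What the ASO took away was not equal in the 2 arms. The *Dux* ASO lowered Duxf3 from 7.09 to 2.80 CPM without removing it, and took the Obox4 copies to 5.0 and 3.0 CPM by itself (12.2 and 17.6 with scramble, 2.1 and 2.6 in DKD). Total ASO was 40 µM in scramble and 20 µM in *Obox4* ASO embryos, and 20 µM in *Dux* ASO and 40 µM in DKD embryos. The interaction therefore does not isolate what *Obox4* does when *Dux* is absent.

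In mESCs grown in PlaB, the change that came with the *Obox4* KO also differed between *Dux* KO and WT cells. The interaction called 177 genes higher, 101 lower and 5 repeats higher, a difference between groups. *Cacna1s*, a muscle calcium channel, had a difference of 4.99 (standard error 0.518, adjusted p = 3.91e-04, edgeR), and *Muc3*, an intestinal mucin, −4.21 (adjusted p = 3.17e-04, edgeR). *Dux* KO cells hold almost no RNA of the 15 Obox4 copies with the guide RNA site (0.175, 0.281 and 0.126 CPM with multi-mapped reads, against 113 to 116 CPM in WT), so the KO had little left to remove there. Even so, the double KO differed from the *Dux* KO by 1132 genes called higher and 446 lower, where almost no such RNA was left to lose. Clones are not separated from genotypes, and the cause of the interaction stays open. The paper does not report these PlaB libraries, in which the *Obox4* KO called 1983 genes against WT, the *Dux* KO 1412 and the double KO 4028. A signal in data that the paper did not analyse is also the 12 h time point of *Obox4* induction, with 141 genes called. H3K27ac, an acetylation of active chromatin, is another, since the paper speaks of active modifications in general and shows no H3K27ac data. With PlaB, H3K27ac peaks lay on 10.29% of MT2_Mm loci in WT and on 1.07% in *Obox4* KO mESCs (3 libraries each). Among peaks with a −log10 q of at least 10 the shares were 0.54% and 0.4%, so the difference rests on weaker peaks. How the numbers of called genes move when single libraries are left out is given with the other observations.

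Groups of 3 against 3 libraries allow 10 splits, which are too few for a share under 0.05. Only the real split, 1 of 10, called as many genes in the 48 h (735), 12 h (141), *Obox4* KO (1983), *Dux* KO (1412) and double KO (4028) comparisons, and the highest other split called 0 in each.

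*Rlim*, a gene outside those the paper discusses, was lower in all 3 groups of 2C-embryos given the *Obox4* ASO, with log2 fold changes of −2.95 (*Obox4* ASO), −3.31 (DKD) and −1.70 (DKD with *Obox4* mRNA). It was not called in DKD morulae (−1.27, adjusted p = 0.271, edgeR) or with the *Dux* ASO (−0.28). Blastomeres leave a dependence of *Rlim* on *Obox4* without an ASO undecided. Its log2 fold change was 0.27 (standard error 0.273) in *Obox4* KO against *Obox4* WT blastomeres, but the copies with the guide RNA site had 0.164 and 0 CPM in the WT and 2.02 and 0 CPM in the KO libraries, so no loss of Obox4 RNA is seen there. Pairing of the ASO with *Rlim* RNA stays open: an identical stretch of 13 bases is above the 95th percentile (10) of 4600 genes of similar length, and the best 20 base window, with 14 matching bases, is not (15). Of 46 genes with a stretch of at least 13 bases, 2 were called lower in the 4 libraries with the ASO, *Rlim* and *Plscr1*, against 34 of 22994 others (Fisher's exact test, two-sided, p = 0.00235; 0.0662 without *Rlim*). A negative change was found in 39 of the 46 (84.8%, 71.8 to 92.4), against 63.7% of genes of similar length (exact binomial p = 0.00307), whereas for the target of the *Dux* ASO it was 52.9% of 34 genes against 58.1% (exact binomial p = 0.603). Genes with such a stretch thus had a negative change more often with the *Obox4* ASO, and for *Rlim* itself pairing was not shown. In mESCs *Rlim* did not follow *Obox4*, with log2 fold changes of 0.01 at 48 h of induction (standard error 0.109) and 0.87 in the *Obox4* KO with PlaB (adjusted p = 0.013, edgeR, not called). OBOX4 peaks in mESCs covered the *Rlim* start site in replicates 1 and 3 (authors' enrichment 5.97 and 4.77), and binding in embryos was not tested. In embryos a response to *Obox4* itself also stays open, since *Rlim* rose by 1.61 when *Obox4* mRNA was injected with both ASOs. A direct action of the ASO and a loss of OBOX4 may both contribute there.

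In DKD morulae the 2C list had a median log2 fold change of 1.54, a signal in genes that the paper does not discuss for this stage. A lag in development may account for it: of 3830 genes at least 4-fold higher in scramble 2C-embryos than in scramble morulae, outside the 2C list, 82.9% (81.7 to 84.1) had a positive change in DKD morulae, against 51% of all tested genes. Of 3810 genes with the opposite course, 80.2% (78.9 to 81.4) had a negative change. Since scramble morulae enter both the choice and the test there, genes were also chosen from 1 scramble morula library and tested against the other. Of 3842 and 3846 genes higher in scramble 2C-embryos, 78.7% and 78.4% then had a positive difference, and of 3798 and 3822 lower ones, 79.2% and 81.2% a negative one, against 50.1% and 49.7% positive over all genes. The stages come from tables made separately, so a batch is part of how these genes were chosen. Whether replicate 2 alone carries the 2C signal cannot be told apart from a shift in both libraries, since over the 62 genes the median difference from scramble was 0.05 in DKD replicate 1 (32 of 62 above 0) and 2.15 in replicate 2 (46 of 62), with only 2 libraries. MERVL-int does not rest on replicate 2 alone, with 156000 and 218800 CPM in the DKD libraries against 35370 and 25120 in scramble (not called, adjusted p = 0.146, edgeR). The stage genes had medians of 0.4 (higher in 2C-embryos) and −0.2 (lower) in replicate 1, and of 1.27 and −0.66 in replicate 2.

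RLTR13B2, the LTR with the highest share of loci under OBOX4, had a log2 fold change of −0.82 at 48 h of *Obox4* induction (standard error 0.132, adjusted p = 0.0107, edgeR, not called), a signal that the paper does not discuss. It had 246 ± 33.4 CPM of the repeat table at 0 h and 139 ± 7.08 CPM at 48 h (SD, n = 3). Scaling by the gene table does not turn it into a rise (−0.85, standard error 0.256), and across 889 repeat names the share of bound loci had no relation to the change (Spearman's rho −0.002, interval −0.07 to 0.066). WT mESCs of another experiment, grown in PlaB, had a mean of 529 CPM (lowest 526, against a highest of 283 at 0 h). The 2 tables were scaled separately and differ in composition, with MERVL-int at 101300 CPM in PlaB and 4834 CPM at 0 h. They therefore cannot decide whether the summed RNA was at a ceiling before induction. A ceiling alone would leave the level unchanged, whereas the change at 48 h lies below 0 by more than 2 standard errors. The rank of RLTR13B2 at 0 h, per locus above 95.2% of ERVK names (0.783 against a median of 0.185 CPM), does not measure a ceiling either. Whether single bound loci rose is not seen in counts summed over all loci of a name.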

How the results depend on the processing

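Chosen only after the data were seen were gene counts with multi-mapped reads, the removal of genes under 200 bases, start sites of any transcript, the full motif in place of its core, the motif over all shared peaks, and a different scramble library for each of 2 comparisons. All other alternatives were set beforehand. Where a count moved, the cause was not tested, unless an alternative itself tests fewer or more genes, groups or libraries or sets a lower bar.

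Single genes and repeats named in the text mostly kept their direction and their side of the threshold. Of their values, 1398 were the same under RLE scaling, with 2 stronger and 2 weaker. Under DESeq2 1317 were the same, 57 stronger and 28 weaker, without the filter 1338, 63 and 1, and with only the 2 groups 1205, 19 and 38. Scaling by the gene table gave 172, 13 and 11, and leaving out 1 library 6078, 157 and 436. No named gene or repeat reversed as a called value.

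The number of 2C-list genes called at 48 h (37), in *Dux* KO (54) and in double KO PlaB mESCs (54) stayed within 1.5 times of that value under every alternative, and with the *Dux* ASO (26) and in DKD embryos (37) under all but the lower bar. An adjusted p of 0.05 without a fold minimum is a lower bar and raised most counts. Genes called went from 735 to 2266 at 48 h, from 141 to 610 at 12 h, from 95 to 1350 with the *Obox4* ASO, from 993 to 4535 with the *Dux* ASO, from 2673 to 8537 in DKD embryos, from 616 to 2487 with *Obox4* mRNA against scramble and from 1008 to 6520 against DKD, from 0 to 5 in *Obox4* KO blastomeres, from 1983 to 5762 in *Obox4* KO, 1412 to 3700 in *Dux* KO and 4028 to 9228 in double KO PlaB mESCs. Members of the 2C list went from 9 to 15 at 12 h, from 2 to 16 (*Obox4* ASO), 26 to 51 (*Dux* ASO), 37 to 57 (DKD), 25 to 46 (*Obox4* mRNA against scramble) and 21 to 48 (against DKD). Repeats went from 3 to 11 at 48 h, 0 to 11 (*Obox4* ASO), 3 to 95 (*Dux* ASO), 21 to 194 (DKD), 4 to 119 and 5 to 110 (*Obox4* mRNA against scramble and DKD), 3 to 7 and 0 to 1 (*Obox4* KO and Het blastomeres), and 13 to 105, 40 to 189 and 51 to 282 in the *Obox4*, *Dux* and double KO PlaB mESCs.

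Without the filter on low counts, genes called were 255 at 12 h, 207 with the *Obox4* ASO, 1281 in DKD morulae (37 of the 2C list), 93 in *Obox4* KO blastomeres (2 of the 2C list, 13 repeats) and 11 in Het blastomeres (2 repeats). DESeq2 called 269 genes at 12 h (14 of the 2C list), 1 of the 2C list and 1 repeat with the *Obox4* ASO, 3 repeats with *Obox4* mRNA against DKD, 790 genes, 10 of the 2C list and 21 repeats in DKD morulae, 244 genes, 4 of the 2C list and 9 repeats in *Obox4* KO blastomeres, and 50 genes and 1 repeat in Het blastomeres. In the morulae and blastomeres edgeR called 0 genes, so these counts rest on the tool. RLE scaling left 1 gene of the 2C list called with the *Obox4* ASO. With only the 2 groups fitted, genes called were 68 at 12 h, 296 with *Obox4* mRNA against scramble and 2501 in *Dux* KO PlaB mESCs, genes of the 2C list 18 in *Obox4* KO PlaB mESCs, and repeats 6 with the *Dux* ASO and 1 in *Obox4* KO blastomeres.

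A replicate block gave 373 genes and 0 repeats at 48 h, 37 genes and 3 of the 2C list at 12 h, 0 of the 2C list with the *Obox4* ASO, and 5 genes and 8 repeats in *Obox4* KO blastomeres. Among named genes and repeats 1353 values were the same with the block, 6 stronger and 43 weaker. Whether equal replicate numbers mark paired samples was checked through the correlation of gene residuals between libraries of the same number in different groups. It ran from −0.613 to 0.38 over 9 pairs of the induction series, from −0.041 to 0.059 over 20 pairs of 2C-embryos, from −0.014 to 0.102 over 18 pairs of PlaB mESCs and from −0.009 to 0.011 over 6 pairs of blastomeres, and was 0.026 in morulae. In no experiment were all pairs above 0.1, which does not exclude pairing. Between 0 and 48 h of induction the values were 0.38, 0.21 and 0.064 for replicates 1, 2 and 3, and every pair with 12 h was below 0. With 2 libraries per group both replicate numbers give the same value, so those pairs are not independent. Whether the numbers pair the samples stays open, and so does the choice between fits with and without the block.

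Scaling repeats by the gene table instead of the repeat table called 1 repeat with the *Obox4* ASO, 15 with *Obox4* mRNA against scramble (2 higher and 13 lower), 4 in DKD morulae, 38 in *Obox4* KO, 81 in *Dux* KO and 418 in double KO PlaB mESCs (1 higher and 417 lower). It moved the median of all repeats by −0.133 at 12 h, −0.135 with the *Obox4* ASO, −0.212 and −0.137 with *Obox4* mRNA against scramble and DKD, 0.204 in DKD morulae, 0.223 and −0.404 in *Obox4* KO and Het blastomeres, and −0.346, −0.318 and −0.924 in *Obox4*, *Dux* and double KO PlaB mESCs. By DESeq2 the repeats split into 3 higher and 1 lower at 48 h, 2 and 4 (*Obox4* mRNA against scramble), 1 and 8 (*Obox4* KO blastomeres), 2 and 17 (*Obox4* KO PlaB) and 23 and 47 (double KO PlaB).

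With multi-mapped reads counted, 1 gene of the 2C list was called with the *Obox4* ASO, as without genes under 200 bases.

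Leaving out 1 library at a time gave these lowest and highest counts of called genes: 397 (without 0 h replicate 3) to 553 at 48 h, 52 (0 h replicate 3) to 205 (12 h replicate 1) at 12 h, 43 (scramble replicate 2) to 82 (*Obox4* ASO), 483 to 715 (*Dux* ASO), 1624 to 2353 (DKD), 321 (scramble replicate 1) to 728 (*Obox4* mRNA against scramble), 466 (DKD replicate 1) to 1124 (against DKD), 54 to 5790 (DKD replicate 1) in morulae, 28 to 320 and 3 to 28 in *Obox4* KO and Het blastomeres, and 1225 (WT replicate 2) to 3184 (*Obox4* KO replicate 3) in *Obox4* KO PlaB mESCs. At 12 h the count was 72 without 0 h replicate 1, 58 without 0 h replicate 2, and 74 and 78 without 12 h replicates 2 and 3. It was 379 without scramble replicate 2 (*Obox4* mRNA against scramble), and 1247 and 1244 without WT replicates 1 and 3 (*Obox4* KO PlaB). Het blastomeres gave 13 without Het replicate 1 and 11 without WT replicate 2. For the 2C list the ranges were 3 to 10 at 12 h, 0 to 1 (*Obox4* ASO), 11 to 23 (*Obox4* mRNA against DKD), 6 to 49 (morulae), 0 to 8 (*Obox4* KO blastomeres) and 14 (WT replicate 3) to 45 (*Obox4* KO replicate 3) in *Obox4* KO PlaB mESCs. For repeats they were 0 to 3 at 48 h, 0 to 2 for each of the *Obox4* ASO and the *Dux* ASO, 11 to 15 (DKD), 4 to 8 and 1 to 4 (*Obox4* mRNA against scramble and DKD), 0 to 8 (morulae), 5 to 16 and 0 to 7 (*Obox4* KO and Het blastomeres), and 6 to 19 (*Obox4* KO PlaB). Where a group kept 1 library, that library is assumed to vary like the other groups.

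Gene lists past camera at the preset correlation of 0.01 were fewer when the correlation between genes was estimated. Their number went from 5 to 3 at 48 h, 4 to 2 at 12 h, 3 to 1 (*Obox4* ASO), 3 to 0 (*Dux* ASO), 4 to 2 (DKD), 4 to 2 (*Obox4* mRNA against DKD), 5 to 0 (morulae), 3 to 0 and 1 to 0 (*Obox4* KO and Het blastomeres), and 5 to 0, 4 to 1 and 6 to 1 in *Obox4*, *Dux* and double KO PlaB mESCs. With fry it was 6 (*Dux* ASO), 10 (DKD), 5 and 10 (*Obox4* mRNA against scramble and DKD), 0 (morulae), 1 and 0 (*Obox4* KO and Het blastomeres), and 9, 9 and 12 (PlaB mESCs). For the 2C list, adjusted p with the estimated correlation was 0.552 (*Obox4* ASO; 0.251 with fry), 0.062 (*Dux* ASO), 0.0613 (DKD), 0.349 (*Obox4* mRNA against DKD), 0.593 (morulae; 0.467 with fry), 0.107 (*Obox4* KO blastomeres) and 0.161 (*Obox4* KO PlaB).

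OBOX4 peaks numbered 32630 with peaks of any replicate and 9497 at a −log10 q of at least 10, against 20997. The share in promoters, 38.16%, was 35.81% with peaks of any replicate, 39.28% with peaks of all 3, 35.69% with replicate 1 alone, 38.89% at the stricter q, 28.27% within 1000 bases, 45.63% with start sites of any transcript, and 38.39% to 39.26% without 1 replicate. OBOX4 at RLTR13B2 covered 40.45% of loci at the stricter q and 35.03% where at least 50% of the locus had to be covered. OBOX4 at MT2_Mm covered 21.32% (any replicate), 4.17% (all 3), 18.1% (replicate 1 alone), 2.54% (stricter q), 6.7% (at least 50% of the locus) and 4.35% to 5.87% without 1 replicate. DUX at MT2_Mm covered 13.29% with the summit inside the locus, 8.29% at 50% of the locus and 7.99% at the stricter q. The motif core was enriched over all shared peaks (p = 1.64e-05, Fisher's exact test) and not in the 500 highest (p = 0.499), and so was the full motif (p = 5.01e-04 and 0.258, Fisher's exact test). With PlaB, the difference between *Obox4* KO and WT in H3K27ac at MT2_Mm, −9.21 points, was −0.14 at the stricter q and −4.83 at 50% of the locus, and at MERVL-int, −3.81 points, it was 0.14 and −1.12. The correlation of *Obox4* ASO and DKD changes, 0.44, ran from 0.271 (without *Obox4* ASO replicate 2) to 0.649 (without scramble replicate 1), and was 0.207 or 0.231 with a different scramble library for each.

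Each morula library holds more gene counts (at least 53573946) than any library of the induction series (at most 31504967). Blastomere libraries hold as many as that series, so a lower number of assigned reads is not what limits the calls in either experiment. Genes with a count ran from 16910 to 21879 per blastomere library, against 26065 to 29504 in the induction series. Read totals do not measure how many RNA molecules were sampled, so a limit of that kind was not tested. In counts simulated at the spread of each experiment, 1.5% of genes set to change 3-fold were found in morulae and 4.5% in blastomeres, against 71.6% in the induction series. Depth behind the peak lists is unknown, and a share of bound loci cannot be set against it.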

Differences from the paper's values

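Alternatives named in this part were set before the data were examined, apart from gene counts with multi-mapped reads, start sites of any transcript, the motif at full length, the motif over all shared peaks and the scaling of counts to the length of the paper's list, which were chosen after the values were seen. Counts here use an adjusted p of at most 0.01 and a 2-fold change. The paper's statistics section gives a false discovery rate under 0.01 and a difference over onefold, which was read as the same fold. A count or share is taken as within the paper's value when neither is more than 1.5 times the other. A log2 fold change is within it when it has the paper's sign and the gap is no larger than the paper's standard error or that of the setting itself, whichever is larger, and the latter differs between settings. Settings are named as in the part above.

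2C-genes lower in *Dux* KO blastomeres differ. The paper gives 79 in *Obox4* KO and 5 in *Obox4* Het blastomeres (Figure 4J legend), which is 7.8% and 0.5% of its own list of 1019 2C-genes, and 0 and 0 of the 68 tested genes of the list used here were called lower. Scaled to 1019 genes, the *Obox4* KO counts by DESeq2 (4 of 68, scaled 59.9) and without *Obox4* KO replicate 1 (5 of 69, scaled 73.8) or 2 (8 of 69, scaled 118.1) come within the paper's value. The counts without the filter (2 of 69, scaled 29.5), without *Obox4* WT replicate 1 (1 of 69, scaled 14.8) and for the other 5 settings (0) do not. For *Obox4* Het every alternative gave 0. The paper's share there comes to 0.3 of 68 genes, so the list used here cannot tell it from 0.

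In DKD morulae the paper has about 550 genes higher and about 87 lower (Figure 4—figure supplement 5F, read by eye), and edgeR called 0 and 0 here. For the higher genes, DESeq2 (640) and leaving out DKD replicate 2 (581) come within the paper's value. The filter left off (946), DKD replicate 1 left out (3153), scramble replicate 1 (69) or 2 (54) left out, the lower bar of an adjusted p of 0.05 (0), RLE scaling (0) and the replicate block (0) do not. For the lower genes no alternative does: 150 by DESeq2, 335 without the filter, 2637 and 326 without DKD replicates 1 and 2, 2 and 0 without scramble replicates 1 and 2, and 0 for the lower bar, RLE scaling and the block.

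For repeats in blastomeres the paper's values are from its Supplementary file 7, with the standard error given there. In *Obox4* KO blastomeres MT2_Mm has a log2 fold change of −0.75 (0.247) in the paper and −1.08 here. Scaling by the gene table (−0.87) and leaving out *Obox4* KO replicate 1 (−1.05) or *Obox4* WT replicate 1 (−0.99) come within it, and RLE scaling, no filter, DESeq2 (−1.08 each), the block (−1.06), the 2 groups alone (−1.1) and leaving out *Obox4* KO replicate 2 (−1.1) or *Obox4* WT replicate 2 (−1.17) do not. RLTR13B2 has −0.12 (0.362) in the paper and −1.07 here, within it only without *Obox4* KO replicate 2 (−0.45). It is not with RLE scaling, no filter or DESeq2 (−1.08 each), the block (−1.37), the 2 groups alone (−1.09), the gene table (−0.76), or without *Obox4* KO replicate 1 (−2.19) or *Obox4* WT replicate 1 (−0.95) or 2 (−1.19).

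In *Obox4* Het blastomeres MERVL-int has 0.04 (0.171) in the paper and 0.51 here. The gene table (0.15), the block (0.39) and leaving out *Obox4* WT replicate 1 (0.58) or 2 (0.44) come within the paper's value by this rule, and RLE scaling, no filter and DESeq2 (0.51 each), the 2 groups alone (0.53) and leaving out *Obox4* Het replicate 1 (−0.37) or 2 (1.04) do not. MT2_Mm has 0.01 (0.163) in the paper and 0.37 here, reached with the gene table (0.01) and without *Obox4* WT replicate 2 (0.28), and not with RLE scaling, no filter or DESeq2 (0.37 each), the block (0.29), the 2 groups alone (0.39), or without *Obox4* Het replicate 1 (−0.36) or 2 (0.84) or *Obox4* WT replicate 1 (0.46). ORR1A0 has 0.14 (0.178) in the paper and 0.63 here, reached with the gene table (0.28) and with no other alternative (0.46 to 0.77). GSAT_MM has −0.1 (0.18) in the paper and 0.05 here, which is inside the paper's standard error and has the other sign. The gene table (−0.29) and leaving out *Obox4* WT replicate 2 (−0.18) meet the rule with the paper's sign, and the others (−0.47 to 0.42) do not. MMETn-int has 0.16 (0.232) in the paper and 0.86 here, which no alternative brings within it (0.5 with the gene table, 1 without *Obox4* Het replicate 2). RLTR13B2 has 0.16 (0.287) in the paper and 1.61 here, within it only without *Obox4* Het replicate 1 (0.6), and not with the gene table (1.26), the block (1.35) or the other 7 alternatives (1.5 to 2.19).

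In 2C-embryos with the *Obox4* ASO, the SD of log2 fold changes of 2C-genes is about 0.25 in the paper (Fig. 5E, read by eye) and 0.415 here, on a different list of 2C-genes. No alternative comes within it: RLE scaling, no filter, the block and the 2 groups alone give 0.415, DESeq2 gives 0.416, and leaving out 1 library gives 0.418 to 0.439. The paper's R² between *Obox4* knockdown and DKD changes is about 0.31 (Fig. 6H, read by eye) and 0.194 here over all genes. Over the 2C list used here R² is 0.402, which comes within the paper's value. The settings that follow are over all genes. No filter (0.236), the 2 groups alone (0.288) and leaving out scramble replicate 1 (0.421) or 2 (0.35) come within it. RLE scaling and DESeq2 (0.194), the block (0.195) and leaving out *Obox4* ASO replicate 1 (0.079) or 2 (0.074) or DKD replicate 1 (0.175) or 2 (0.176) do not.

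Shares of loci under DUX peaks differ at MT2_Mm, where the paper has about 82% (Fig. 3F, read by eye) and the list used here 14.73%. No alternative comes within it: 13.29% with the summit inside the locus, 8.29% at 50% of the locus and 7.99% at a −log10 q of at least 10. The DUX list used here holds no peak under a −log10 q of 5, whereas the OBOX4 lists start at 1.31, and whether the paper's panel rests on this list was not resolved. For OBOX4 at MT2_Mm the paper's Supplementary file 4 gives 4.94%, and 7.72% was found here. Peaks of all 3 replicates (4.17%), replicate 3 alone (7.35%), leaving out replicate 1 (4.35%), 2 (5.72%) or 3 (5.87%), the summit inside the locus (7.19%) and 50% of the locus (6.7%) come within it, and peaks of any replicate (21.32%), replicate 1 alone (18.1%), replicate 2 alone (7.42%) and the stricter q (2.54%) do not. Of OBOX4-bound 2C-genes the paper finds 36.3% bound by DUX too, against 18.18% (4 of 22) here. The Wilson interval here, 7.31 to 38.52, holds the paper's share. No alternative set beforehand comes within it: 20.83% for peaks of any replicate and for replicate 1 alone, 18.18% for all 3 and for replicates 2 and 3 alone, 19.05% without replicate 1, 18.18% without replicate 2 or 3, 15.79% at the stricter q and 11.76% within 1000 bases. Start sites of any transcript, chosen after the values were seen, give 26.1% (6 of 23), which does come within it.

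Some statements on genes and ranks differ as well. The paper lists MT2_Mm among the 10 LTRs with the best loci coverage for OBOX4. Here it ranks 31 by share of loci and 8 by number of loci, and for DUX it ranks 1 by both. Figure 3D shows binding of both factors at *Dppa2*, *Sp110* and *Zscan4d*, with expression on induction. Here OBOX4 lies over the start of *Dppa2*, whose RNA was not called at 48 h (log2 fold change 0.47), and the nearest DUX peak is 21964 bases away. *Zscan4d* rose by 2.58 and has a DUX peak at 157 bases, and its nearest OBOX4 peak is 73185 bases away. *Sp110* rose by 2.88 and has overlapping peaks of both factors, 4087 and 4792 bases from its start. The paper finds *Dux* induced by *Obox4*. *Duxf3* had a log2 fold change of 1.62 here and was not called, was called without the filter on low counts (1.6), and was called with multi-mapped reads (1.81), a setting chosen after the values were seen. At the 500 highest peaks the paper's motif was not more frequent than beside them, at full length (3.6% and 2.2%) or as its core (6.4% and 5.2%). Over all shared peaks it was, at full length (2.08% and 1.62%) and as its core (4.83% and 3.97%), a setting also chosen after the values were seen. The Figure 5 legend gives 3 replicates per group of 2C-embryos, and 2 libraries per group were analysed here.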

Other observations

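Chosen only after the data were seen were the comparisons of 48 h with 12 h and between knockouts, the odds ratio at similar expression, and the genes of the mitochondrial tRNA class.

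In mESCs grown in PlaB, a splicing inhibitor that turns mESCs into totipotent-like cells, losing *Obox4* lowered part of the 2C program and losing *Dux* lowered most of it. *Zfp352*, a 2C gene, had 51.0 ± 5.5 CPM in WT and 4.00 ± 0.295 CPM in *Obox4* KO cells (SD, n = 3; log2 fold change −3.67, standard error 0.216, adjusted p = 4.38e-06, edgeR quasi-likelihood). *Sp110* fell by 3.52 and *Usp17lc*, a deubiquitinase of 2C-like cells, by 2.32, whereas *Zscan4c* was not called (log2 fold change −0.50, adjusted p = 0.338, edgeR). In *Dux* KO cells, *Zscan4c* and *Zscan4d* had no counts and were at least 9790-fold and 9500-fold lower than in WT, where they had 200 and 195 CPM. *Duxf3* was at least 264-fold lower. The *Dux* KO also left almost no *Obox4* RNA: Obox4 copies other than Obox4-ps35, with multi-mapped reads counted, summed to 124, 125 and 122 CPM in WT, 3.07, 2.83 and 12.8 CPM in *Obox4* KO, 0.15, 0.33 and 0.08 CPM in *Dux* KO and 0, 0 and 0.18 CPM in double KO libraries. Of 64 genes of the 2C list tested, the *Obox4* KO lowered 27 and raised 2 (32 and 2 when adjusted over the list alone; median −1.15; camera adjusted p = 8.83e-17, adjusted p = 0.161 with an estimated correlation). The *Dux* KO lowered 54 and raised 0 (56 and 0 when adjusted over the list alone; camera adjusted p = 6.02e-142; adjusted p = 0.00208 with an estimated correlation), and the double KO 54 and 0 (55 and 0; camera adjusted p = 5.42e-73; adjusted p = 0.0121 with an estimated correlation). The median with genes at 0 set to their bound was −8.17 in the *Dux* KO and −7.53 in the double KO. MERVL-int went from 101300 ± 3859 CPM of the repeat table to 28860 ± 14590 CPM in *Obox4* KO (log2 fold change −1.81, standard error 0.26, adjusted p = 0.00156, edgeR), 2843 ± 63.8 CPM in *Dux* KO and 1905 ± 189 CPM in double KO cells. In the *Obox4* KO 1098 genes were higher and 885 lower, in the *Dux* KO 362 and 1050, and in the double KO 2065 and 1963. The *Obox4* KO total of 1983 was 1247, 1225 and 1244 without WT replicates 1, 2 and 3 and 3184 without *Obox4* KO replicate 3, and its 29 genes of the 2C list were 15, 15 and 14 without each WT library and 16, 16 and 45 without each *Obox4* KO library.

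Genes of the first lineages moved as well. Trophectoderm genes rose in the *Obox4* KO, *Krt8* from 53.2 ± 0.966 to 456 ± 251 CPM (log2 fold change 3.10) and *Cldn4* by 2.20, with 12 of 26 higher, 0 lower and 14 not called (18 higher when adjusted over the list alone; camera adjusted p = 4.36e-11; adjusted p = 0.319 with an estimated correlation). In the double KO *Hand1* rose by 3.79 and *Krt8* by 4.76, with 21 of 26 higher and 0 lower (22 when adjusted over the list alone; camera adjusted p = 2.48e-18; adjusted p = 0.133 with an estimated correlation), and in the *Dux* KO 5 were higher and 0 lower, *Gata2* by 3.04. Primitive endoderm genes *Sox17* and *Gata6* rose by 3.43 and 3.01 in the double KO, where 11 of 19 were higher and 0 lower (11 when adjusted over the list alone; camera adjusted p = 2.01e-04; adjusted p = 0.133 with an estimated correlation). Some pluripotency genes fell: *Prdm14*, which keeps mESCs in the naive state, by 2.27 and *Klf4* by 1.11 in the *Obox4* KO, with 7 of 25 lower and 0 higher (8 lower when adjusted over the list alone; camera adjusted p = 4.36e-11; adjusted p = 0.161 with an estimated correlation), and 11 lower and 0 higher in the double KO. The imprinted *H19* had 5.52 ± 0.415 CPM in WT, 1125 ± 1868 CPM in *Obox4* KO, 392 ± 4.40 CPM in *Dux* KO and 2375 ± 288 CPM in double KO cells. Replicate 3 of the *Obox4* KO stands apart, with a Pearson's r of log CPM of 0.957 and 0.96 to replicates 1 and 2, which have 0.989 with each other. This library also holds RNA of the 15 Obox4 copies with the guide RNA site, 5 CPM with multi-mapped reads counted. Replicates 1 and 2 have 0.157 and 0.427 CPM of these copies. By uniquely mapped reads the counts were 24 in replicate 3 and 0 in each of the others. Without replicate 3 of the *Obox4* KO the log2 fold change was 2.55 for *Krt8* and 3.07, in place of 7.67, for *H19*. Replicate 3 of the double KO also stands apart, with 0.952 and 0.956 against 0.983 and 35.1% of its counts in 10 genes. Without that library *Krt8* had 4.78 and *Sox17* 3.19. The sample labels do not say whether the libraries of a genotype come from 1 clone, and differences between clones are not separated from those of the knockouts.

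H3K27ac on the LTR of MERVL differed between the genotypes under the same treatment. MT2_Mm loci under H3K27ac peaks were 1.0 ± 0.27% without and 10.29 ± 1.74% with PlaB in WT cells, and 0.91 ± 0.04% and 1.07 ± 0.17% in *Obox4* KO cells (SD, n = 3). For *Obox4* KO against WT with PlaB the exact permutation p was 0.1, the smallest that 3 against 3 libraries can give, and the peaks covered 46.5 megabases in *Obox4* KO and 30.3 in WT cells. MERVL-int loci were under H3K27ac in 4.61 ± 1.0% (WT) and 0.79 ± 0.18% (*Obox4* KO) of cases with PlaB. Among peaks with a −log10 q of at least 10, the difference at MT2_Mm was −0.14 percentage points. RLTR13B2, which OBOX4 binds most, had H3K27ac on 59.55% of its loci in WT and 60.51% in *Obox4* KO cells with PlaB. Without PlaB the shares were 61.15% and 64.23%. RLTR13D6 went the other way from MT2_Mm, with H3K27ac on 28.61 ± 1.37% (WT) and 36.07 ± 1.48% (*Obox4* KO) of loci with PlaB. Without PlaB its shares were 38.88 ± 1.67% and 52.88 ± 2.04% (exact permutation p = 0.1 for each treatment). H3K27ac peaks without PlaB covered 41.3 megabases in WT and 52.2 in *Obox4* KO cells. H3K4me3, a mark of active promoters, lay on 22.08 ± 0.49% of RLTR13B2 loci in WT and 13.91 ± 2.87% in *Obox4* KO cells without PlaB, at 69.4 and 55.4 megabases covered. H3K27me3, a repressive mark, lay on 9.29 ± 1.07% (WT) and 4.89 ± 0.66% (*Obox4* KO) of MERVL-int loci without PlaB, and on 5.44 ± 2.07% and 7.14 ± 3.37% with PlaB. Where at least 50% of the locus had to be covered, the shares without PlaB were 2.08% and 1.92%.

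At 12 h of *Obox4* induction a first set of genes had already risen. *Il34*, a cytokine, went from 3.18 ± 0.447 to 48.6 ± 1.97 CPM (SD, n = 3; log2 fold change 3.93, standard error 0.122, adjusted p = 1.29e-07, edgeR quasi-likelihood). *Dio3*, *Nags*, *Arl4d* and *Dppa3* rose by 3.38, 3.35, 3.07 and 3.05, and *Kbtbd11* and the naive pluripotency gene *Klf2* fell by 2.21 and 1.02. *Zscan4c* was not called (log2 fold change 0.62). Of 58 genes of the 2C list 9 were higher and 0 lower (14 when adjusted over the list alone; camera adjusted p = 2.31e-28; adjusted p = 0.0201 with an estimated correlation), or 3, 3 and 5 without 0 h replicate 2, 0 h replicate 3 and 12 h replicate 2. In all, 114 genes were higher and 27 lower, and the total of 141 was 72, 58 and 52 without 0 h replicates 1, 2 and 3, and 74 and 78 without 12 h replicates 2 and 3. By edgeR 0 repeats were called, with 37 at an unadjusted p under 0.05. Between 12 and 48 h 54 of the 58 genes had a positive change, with a median of 1.15, and 2 were called, *Usp17le* (1.38) among them. Outside the list *Dio3* rose by 1.22.

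Lists for other cell types and for the interferon response held few called genes in the induced mESCs. At 48 h *Xaf1* of the interferon response fell by 1.74, with 0 of 11 higher and 1 lower. Of 8 fibroblast genes, which stromal and some early embryonic cells share, *Thy1* and *Col1a2* rose by 2.01 and 2.32 and 0 were lower (camera adjusted p = 4.78e-06; adjusted p = 0.046 with an estimated correlation). Cumulus and granulosa cell genes split into 1 higher and 1 lower of 12, and of 3 blood and 2 sperm genes 0 were called by edgeR. In DKD 2C-embryos the same lists gave 3 of 17 interferon genes, 1 of 9 fibroblast, 1 of 6 blood and 0 of 5 sperm genes higher and 0 lower, and 1 higher and 1 lower of 12 cumulus genes. Maternal transcripts fell there, *Bcl2l10* from 1181 ± 95.9 to 432 ± 27.4 CPM, with 6 of 38 lower and 0 higher (camera adjusted p = 3.02e-21; adjusted p = 0.0141 with an estimated correlation). Stress genes in *Obox4* Het blastomeres had a positive change in 18 of 21 cases (camera adjusted p = 0.00482; adjusted p = 0.597 with an estimated correlation).

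Genes that rose at 48 h were bound less often by OBOX4 and more often by DUX than other tested genes. Of 625 higher genes with a start on the chromosomes compared, 161 (25.76%) had an OBOX4 peak at the promoter, against 37.38% of the others (Fisher's exact test, two-sided, p = 1.44e-09). At similar expression the pooled odds ratio was 0.793 (0.656 to 0.958, Mantel-Haenszel). A DUX peak was present at 39 (6.24%), against 1.2% (Fisher's exact test, two-sided, p = 1.99e-15), with an odds ratio at similar expression of 4.90 (3.40 to 7.05). Among LTRs that OBOX4 binds, RLTR9E and RLTR9D had log2 fold changes of 0.20 and 0.26 at 48 h and RLTR13D6 −0.06, none called. Of 12 RLTR9 names 10 had a positive change, and of 23 RLTR13 names 9 did.

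Some mitochondrial tRNA genes and a splicing gene were lower in embryos injected with *Obox4* mRNA and both ASOs. *mt-Th* (ENSMUSG00000064364 in the annotation), a mitochondrial tRNA gene, had 2.64 ± 0.536 CPM in DKD and 0.00944 ± 0.0133 CPM in embryos with the mRNA (SD, n = 2; log2 fold change −7.84, standard error 0.549, adjusted p = 8.37e-08, edgeR). *mt-Tn* fell by 6.00. In total 7 of 17 mitochondrial tRNA genes were lower against scramble and 7 against DKD embryos. Against scramble, 0 were called with the *Obox4* ASO, 1 was lower with the *Dux* ASO and 0 were called in DKD embryos. Genes with an exonic length under 200 bases shifted too, with a median log2 fold change of −0.34 against DKD. Of these 430 genes, 19 were lower and 2 higher. Longer genes had a median of −0.03. An effect of the mRNA on tRNA genes is thus not separated from a shift of short genes. *Snrpf*, a core protein of spliceosomal particles, had 47.8 ± 1.19 CPM with scramble and 0.521 ± 0.251 CPM with the mRNA. *Obox4-ps35*, a copy without the ASO target, had 3.6 and 4.6 CPM in DKD and 0.18 and 0.14 CPM in scramble morulae.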
